# Dissecting the molecular basis of variability for flowering time in *Camelina sativa*

**DOI:** 10.1111/pbi.70049

**Published:** 2025-03-20

**Authors:** Liyong Zhang, Venkatesh Bollina, Peng Gao, Isobel A. P. Parkin

**Keywords:** Camelina, flowering time, pan‐transcriptome, genetic variation, association analyses

## Abstract

*Camelina sativa* is an important polyploid oilseed crop with multiple favourable agronomic traits. Capturing the leaf transcriptome of 48 accessions of *C. sativa* suggests allelic variation for gene expression levels and notably sub‐genome dominance, both of which could provide opportunities for crop improvement. Flowering time (FT) is a crucial factor affecting the overall yield of crops. However, our understanding of the molecular mechanisms underlying FT regulation in *C. sativa* are still limited, partly due to its complex allohexaploid genome. In this study, weighted gene co‐expression network analysis (WGCNA), expression quantitative trait loci (eQTL) analysis and transcriptome‐wide association study (TWAS) were employed to explore the FT diversity among 48 *C. sativa* accessions and dissect the underlying molecular basis. Our results revealed a FT‐related co‐expressed gene module highly enriched with *SOC1* and *SOC1*‐like genes and identified 10 significant FT‐associated single nucleotide polymorphisms (SNPs) defining three haplotype groups; thus providing a molecular basis for future genetic improvements in *C. sativa* breeding.

## Introduction

Like the model plant *Arabidopsis thaliana*, *Camelina sativa* is a member of the Brassicaceae family. Due to the sustainable and adaptable nature of the crop, over the past decade *C. sativa* has gained considerable attention as an important oilseed to support the food, feed and biofuel industries (Berti *et al*., 2016; Vollmann and Eynck, 2015). The genome sequence of *C. sativa* was published in 2014 (Kagale *et al*., 2014) and a transcriptome atlas detailing gene expression across a range of tissues has been developed (Kagale *et al*., 2016), providing a knowledge base for further development of the crop. Yet trait improvement relies on access to underlying genetic variation and a number of genotyping studies have shown limited variation within available *C. sativa* germplasm (Chaudhary *et al*., 2020; Gehringer *et al*., 2006; Luo *et al*., 2019; Singh *et al*., 2015). A recent assessment of genetic diversity in the largest collection of lines to date concluded that *C. sativa* has a modest degree of genome diversity, comparable to that of related *Brassica napus* (Li *et al*., 2021). This would concur with the evolutionary trajectory of the two crops, both being recent neopolyploids, probably formed from a limited number of hybridization events. Despite the modest level of genome diversity, Li *et al*. (2021) identified a wide range of phenotypic variation for a number of important agronomic traits. The phenotypic variation could stem from the complex control of many traits by a large number of small effect loci, which was suggested by the inherent difficulty in applying genome‐wide association analyses (GWAS) in *C. sativa* (Li *et al*., 2021).

At the level of gene expression, there is limited information available for variation among *C. sativa* accessions with data collected from only a handful of lines (Gomez‐Cano *et al*., 2020). Many lines of evidence implicate gene regulation as the source of variation for a large number of traits and the application of GWAS based on transcriptome data has identified useful loci controlling traits in species with recognized low‐genetic diversity, such as *B. napus* (Harper *et al*., 2012; Havlickova *et al*., 2018; Tang *et al*., 2021). In the current study, transcriptome data were collected for 48 publicly available accessions of *C. sativa* in order to assess the level of available variation and to provide an exploitable resource for researchers.

For plants, the transition from vegetative to reproductive phase, or flowering, is one of the most important developmental switches from the perspective of reproductive success. Regulation of flowering has been investigated over many decades in the model plant *Arabidopsis thaliana* and other flowering plants. Tremendous progress has been made with six different flowering pathways established; namely, autonomous, vernalization, photoperiod, aging, gibberellin (GA) and thermosensory pathways (Kim, 2020). In addition, there are complex interactions between the pathways, which determine reproductive success. For instance, both the autonomous and thermosensory pathways promote the floral transition through the main floral repressor, FLOWERING LOCUS C (FLC) (Amasino and Michaels, 2010; Capovilla *et al*., 2015; Cheng *et al*., 2017; Sheldon *et al*., 2000; Simpson, 2004). Increasing evidence has shown these floral pathways converge on several common genes, well‐known as floral integrators, including *FLOWERING LOCUS C* (*FLC*), *CONSTANS* (*CO*), *SUPPRESSOR OF OVER EXPRESSION OF CONSTANS* (*SOC1*), *FLOWERING LOCUS T*, *SHORT VEGETATIVE PHASE* (*SVP*) and *LEAFY* (*LFY*) to fine‐tune flowering time (Araki, 2001; Komeda, 2004; Lee *et al*., 2007; Moon *et al*., 2005; Srikanth and Schmid, 2011; Turck *et al*., 2008). In addition, epigenetic pathways and small non‐coding RNAs have also been shown to play important roles in flowering time regulation by altering expression of *FLC* (Teotia and Tang, 2015; Wang and Kohler, 2017). Thus, flowering plants have developed an elaborate network of genetic pathways responding to both exogenous environmental stimuli (e.g. temperature and photoperiod) and endogenous cues (e.g. hormone, sugars) to regulate floral transition.

However, for the allohexaploid *C. sativa*, a close relative of *A. thaliana*, there have been limited studies of how flowering time is regulated. Given that the floral integrator genes (e.g. *FLOWERING LOCUS T* and *SOC1*) are highly conserved among most of the flowering plants and the high‐collinearity between *C. sativa* and *A. thaliana* genomes (Kagale *et al*., 2014), researchers have attempted to understand the molecular basis underlying flowering time in *C. sativa* through isolating homologues of key flowering time genes. Leveraging available genetic and genomic tools, a number of studies have identified the orthologues of the key floral repressor gene *FLOWERING LOCUS C* (*FLC*) in *C. sativa* as playing an important role in the flowering habits of *C. sativa* (Anderson *et al*., 2018; Chao *et al*., 2019; Chaudhary *et al*., 2023). Luo Lily *et al*. (2021), reported 20 significant flowering time‐associated single nucleotide polymorphisms (SNPs) through a single genome‐wide association study (GWAS) (Luo Lily *et al*., 2021). As the natural diversity of *C. sativa* provides an important revenue for positive trait selection and large variation in flowering time has been documented among different *C. sativa* accessions (Berti *et al*., 2016; Chao *et al*., 2019; Luo Lily *et al*., 2021); in this study, we exploited the developed transcriptome resource from the 48 different genotypes by integrating WGCNA, eQTL and TWAS analysis to dissect the molecular basis underlying flowering time (FT) regulation among these lines. Our results provide insights into the regulatory mechanisms underlying *C. sativa* FT trait and present 10 FT‐associated SNPs, which could provide a basis for modifying FT during future *C. sativa* breeding.

## Results

### Gene expression analyses among *C. sativa* accessions

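Leaf RNA was sequenced from 48 accessions of C. sativa, a hexaploid oilseed crop whose genome carries most genes in 3 similar copies. The values used here are the authors' raw counts of reads per gene model, for 94495 gene models in each library. The authors had trimmed the reads with Trimmomatic, aligned them to the C. sativa reference genome with STAR and counted them with featureCounts, and had not pooled replicates. Each accession has 2 to 6 libraries by their labels, and 35 of the accessions have 3. The paper's text does not name the libraries behind its 3 biological replicates, so all of them were used. The total count per library ranged from 167 to 15246389, with a median of 4310559. Accessions were grouped by the haplotypes of Data S5, which are genotypes at 10 SNPs. The 44 accessions of haplotype 1, with an FT of 43 to 47.9 days, have libraries with a median total of 4316978 counts (range 167 to 15246389). The 2 accessions of haplotype 2, CN113662 (52 days) and CN113692 (55 days), have 5 libraries with a median total of 3667169 counts (range 646716 to 6792413). The 2 accessions of haplotype 3, CN113691 (59.4 days) and CN113660 (61.9 days), have 6 libraries with a median total of 4301814 counts (range 3440865 to 7180908). These 4 accessions are called the late accessions. FT is that of Data S5, from which the FT of CN113660 and CN113690 in the paper's text differs. In 7 accessions of haplotype 1, 10 libraries held 123028 counts or fewer, while each of the other libraries held at least 444464. Values that weigh every library alike are therefore given over all libraries and again over the libraries with at least 200000 counts, called the deeper libraries, a minimum chosen after the totals had been seen and applied to every library alike. The library codes fall into 3 series, with 63 libraries of 38 accessions in series Cs, 71 libraries of 38 accessions in series S001C and 24 libraries of 10 accessions in series S0013. All libraries of the late accessions belong to series Cs, so a difference between the series was examined within accessions of haplotype 1. Within series Cs, the late libraries except Cs147 have codes up to Cs050. The haplotype 1 libraries except Cs046 and Cs048 start at Cs052. A comparison with Cs libraries alone therefore cannot exclude a difference that follows the code number.
Normalized counts are counts divided by DESeq2's size factors, which rest on the gene models with a count above 0 in every library. There were 22 such gene models over all libraries and 28471 over the deeper libraries. Variance stabilizing transformation (VST) values were computed in DESeq2 as in the paper's methods. For tests across all genes, the counts of an accession's libraries were summed, so that the accession is the replicate and a shallow library carries little weight. The sums were normalized with edgeR's TMM method and tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. Reads from near-identical copies of a gene could have been split between the copies by the authors' counting, which makes the level of a single copy uncertain. The table lists transcripts, and 4753 gene loci have more than 1 row.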

To facilitate the investigation of the role of gene regulation in controlling expression of agronomic traits RNA sequencing was conducted with young leaf tissue from 48 genotypes. Overall, approximately 926 million clean reads were obtained, with an average number of 18.9 million reads per genotype. 

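The raw counts of all libraries sum to 715268374 reads assigned to gene models. The summed count per accession ranged from 4968195 in CN113692, which has 2 libraries, to 30119735 in CAM275. The count table holds reads assigned to gene models, and clean reads that were not aligned or not assigned are not in it.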

All clean reads were aligned against the *C. sativa* reference genome, with mapping rates ranging from 72.5% to 82.9%. 

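A gene was taken as expressed in an accession when its normalized count was above 3 in every library of that accession. Over all libraries, 22 gene models were expressed in all 48 accessions and 49000 in at least 1 accession. The number per accession ranged from 54 in CN113716, where 1 library holds 167 counts, to 41719 in CN113685. Over the deeper libraries, 27045 gene models were expressed in all 48 accessions and 51681 in at least 1. The number per accession then ranged from 36276 in CN113754 to 44481 in CN113716. The number in all accessions depends on the definition, and the choice that moved it most over all libraries was a mean VST value of 5 or more, which gave 3008 gene models. Each number is a count of genes in 1 set of libraries and has no replicate error. Across the 48 accessions, the number over the deeper libraries rose with the total of the accession's shallowest library (Pearson's r = 0.71, Spearman's rho = 0.65, permutation p = 1e-05 for each, the smallest that 100000 permutations can give). Without CN113716 and CAM275, the 2 accessions farthest from the median total, r was 0.69.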

After quantifying the gene expression levels, of the total 94 495 *C. sativa* gene models, 37 268 were detected across all 48 genotypes and 72 713 genes were expressed in at least at one genotype, while the numbers of expressed genes varied between different genotypes ranging from 45 642 (CN113724) to 55 582 (CN113692) (Figure S1A). The gene expression data provides an indication of the level of variability in the population. Treating the data as a pan‐transcriptome dataset identified a subset of 184 genes that were significantly overrepresented in 10 or fewer of the lines (TAU > 0.9) (Figure 1; Figure S2). 

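TAU is the sum over accessions of 1 minus the accession's mean divided by the highest mean, divided by the number of accessions less 1, and approaches 1 for a gene expressed in a single accession. It was computed from each accession's mean normalized count, for gene models with a mean above 10 in at least 1 accession. Over all libraries, 2812 gene models had a TAU above 0.9, and for 2168 of them the highest mean lay in 1 of the 7 accessions that hold a library of 123028 counts or fewer. Over the deeper libraries, 680 gene models had a TAU above 0.9, and 570 of these were also among the 2812. For 372 of the 680, no other accession reached 50% of the highest mean, and at most 6 accessions did so for any of them. With TMM normalization in place of DESeq2's size factors the number over all libraries was 895, and with TAU taken on log2(normalized count + 1) it was 196, the lowest of the alternatives.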

GO annotation enrichment of this gene set showed a significant overrepresentation of genes involved in stress responses, in particular in plant defence (Figure S3). Interestingly some lines show expression of a high proportion of these defence genes.

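With the deeper libraries alone, the 680 gene models with a TAU above 0.9 were spread unevenly over the accessions. CAM219 had the highest mean for 235 of them, CN113692 for 92, CN101990 for 60, CN113660 for 38 and CN113662 for 37. At 50% of the highest mean or more, CAM219 expressed 267 of the 680 and CN113692 the next most, followed by CN113662 with 109 and CN101990 with 89. The mean of CN113692 rests on 2 libraries. Library S001C5C of CAM219 matched a set of marker genes of CN101985 better than those of CAM219. The library of CAM219 that differed most from the others was Cs082. Its chi-square per gene, where sampling alone gives about 1, was 16.57 against Cs128 and 22.04 against S001C5C. Between Cs128 and S001C5C it was 5.05. Whether the genes highest in CAM219 rest on a single library was not examined. No GO annotation was used here, so the share of defence genes among these is not given.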

**Figure 1:**
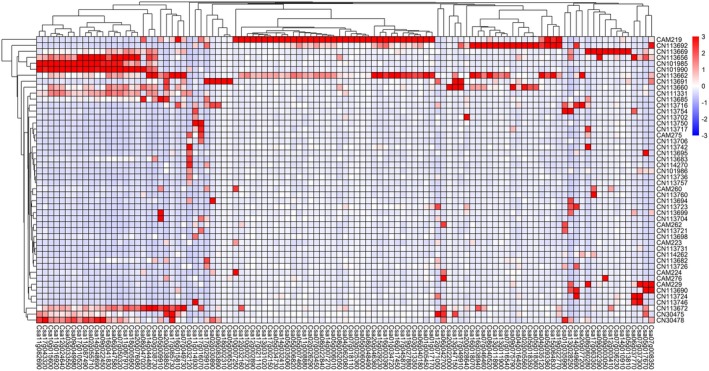
Dominantly expressed genes across the 48 *C. sativa* accessions. One hundred and seven highly variable genes (x‐axis) were identified based on TAU index (>0.95) and filtering for low expression, genes remaining have a mean normalized count >50 across all replicates in at least one accession. The genes were Z‐score normalized and then visualized using hierarchical clustering combined with a gene expression heatmap. The colour scheme, from red through white to blue, indicates the level of normalized expression, from high to low across 48 *C. sativa* accessions (y‐axis).

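Over all libraries, 823 gene models had a TAU above 0.95 with a mean normalized count above 50 in at least 1 accession. Over the deeper libraries there were 58, of which CAM219 had the highest mean for 28, CN113692 for 13, CN113691 for 4 and CN113669 for 3. The other 10 had their highest mean in 10 different accessions. Whether the genes highest in CAM219 rest on a single library was not examined. TMM normalization over all libraries gave 67.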

The polyploid nature of the *C. sativa* could provide another mechanism for creating expression diversity, since differential sub‐genome bias or genome dominance is a common trait in polyploids and has previously been reported for the *C. sativa* reference genome (Kagale *et al*., 2014). 

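The triad of Csa11g001340, Csa10g001220 and Csa12g001280 was classed in each accession from the share of each copy in the sum of the 3 mean normalized counts, with a copy under 20% called suppressed. Over all libraries the shares were 27.6% ± 4.14, 34.0% ± 4.54 and 38.4% ± 7.57 (SD, n = 48 accessions). The triad was balanced in 47 accessions, and in CN113669, which holds a library of 3004 counts, Csa12g001280 took 81.7%. With the deeper libraries alone the shares were 27.8% ± 2.61, 34.4% ± 2.82 and 37.8% ± 3.48 (SD, n = 48), and the triad was balanced in all 48 accessions, with 21.8% for Csa11g001340 in CN113660 as the lowest share. The full list of syntenic triads was not analysed here.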

Considering the 12 440 syntenic triads, consisting of orthologous genes from the three sub‐genomes with some level of gene expression, 2101 showed balanced genome expression across the 48 accessions and 2460 showed the same pattern of genome dominance across the 48 lines (Figure 2a). The remaining triads showed differential patterns of genome dominance biased to one of the three sub‐genomes among the 48 accessions (Figure 2b). 

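In the triad of Csa14g063510, Csa03g060290 and Csa17g093410, whose Arabidopsis orthologue is SPL4, the shares were 38.7% ± 12.2, 20.3% ± 7.52 and 41% ± 11.1 (SD, n = 48 accessions) over the deeper libraries. The triad was balanced in 22 accessions and Csa03g060290 was under the 20% threshold in 23, while 3 accessions showed 3 other patterns. Over all libraries, 22 accessions were balanced and Csa03g060290 was suppressed in 21. The mean share of Csa03g060290 lies within 1 SD of the threshold, and its mean normalized count of 7.11 ± 4.62 (SD, n = 48) was below the 13.6 ± 9.90 of Csa14g063510 and the 13.1 ± 5.77 of Csa17g093410. Patterns assigned by the nearest ideal pattern in place of the 20% rule put 32 accessions in the balanced class over all libraries. None of the 3 copies differed between the late accessions and haplotype 1, with adjusted p-values of 0.46, 0.81 and 0.39 from edgeR's quasi-likelihood test.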

For those triads where the bias was not conserved among the accessions, 284 showed significantly divergent expression patterns with less than half of the accessions displaying the same pattern of dominance (Figure 2c). Annotation of these divergent genes identified a wide range of transcription factors, potentially impacting a number of traits including flowering time (Figure 2c).

**Figure 2:**
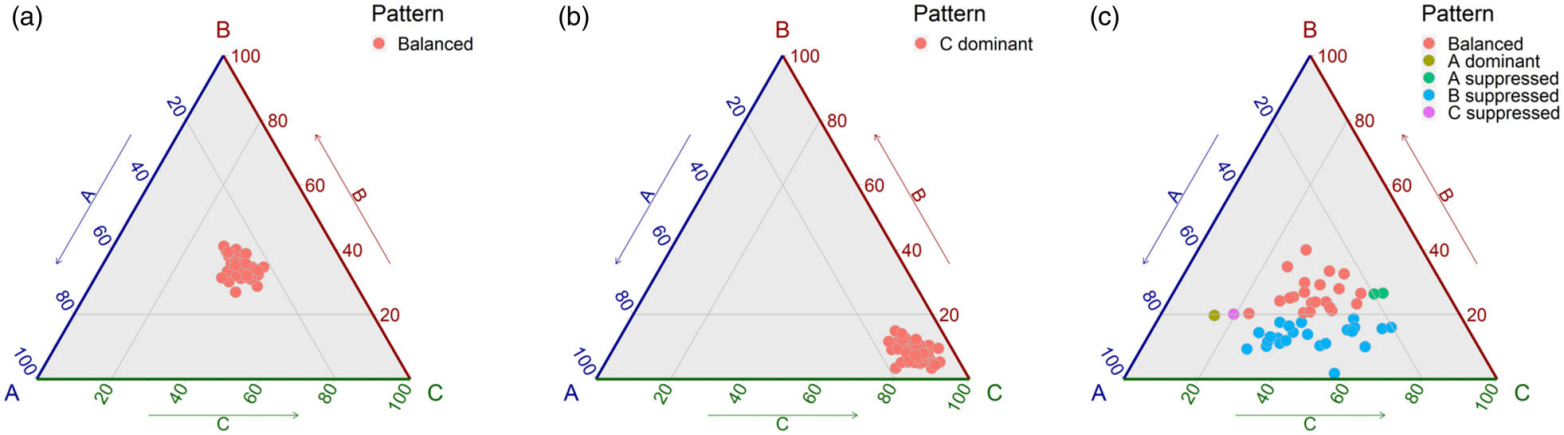
Patterns of genome dominance in 48 *C. sativa* accessions. The vertices of the triangle, A, B and C, represent the three orthologous gene copies in the sub‐genomes of *C. sativa*, respectively. Each filled circle represents the relative level of expression for each of the three genes and are coloured according to the shown legend. (a) Balanced gene expression for Csa11g001340, Csa10g001220 and Csa12g001280; (b) Sub‐genome 3 genome dominance for triad Csa11g101280, Csa18g037800 and Csa02g072860; and (c) Divergent genome dominance among accessions for triad Csa14g063510, Csa03g060290 and Csa17g093410; orthologues of At1g53160 or SPL4, a FT gene.

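In the triad of Csa11g101280, Csa18g037800 and Csa02g072860, the third copy was dominant in 46 accessions over all libraries and in all 48 over the deeper libraries. Its share was 80.5% ± 8.12 (SD, n = 48 accessions) over all libraries, lowest in CN113717 with 43.2%, and 80.5% ± 4.76 over the deeper libraries, lowest in CAM260 with 68.9%. The other copies had mean normalized counts of 6.39 ± 3.66 and 5.28 ± 3.33 (SD, n = 48 accessions) over the deeper libraries, against 49.8 ± 27.4 for Csa02g072860, so their shares of 10.8% ± 3.12 and 8.70% ± 3.00 rest on few reads. The counts of the 2 transcripts of Csa11g101280 and of Csa18g037800 were summed.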

### Generation of genome‐wide gene‐associated SNPs

To generate genome‐wide gene‐associated single nucleotide polymorphisms (SNPs), all clean reads of above RNA sequencing were aligned against the *C. sativa* reference genome to generate bam files, which were used for calling SNPs through genome analysis toolkit (GATK). In total, 1 151 672 SNPs were identified, which were further filtered to 65 082 SNPs. Among the 65 082 SNPs, the majority (56 469) were located within exons and 6865 SNPs were in 3′ or 5′ untranslated regions, while introns contained the remaining 1748 SNPs (Figure S1B). The small number of SNPs identified in introns were captured from genes with differentially spliced transcripts from those of the annotated reference genes. The final 65 082 SNPs were used to perform a phylogenetic analysis which resolved the 48 genotypes of the experimental population into 4 distinct groups (Figure 3a).

**Figure 3:**
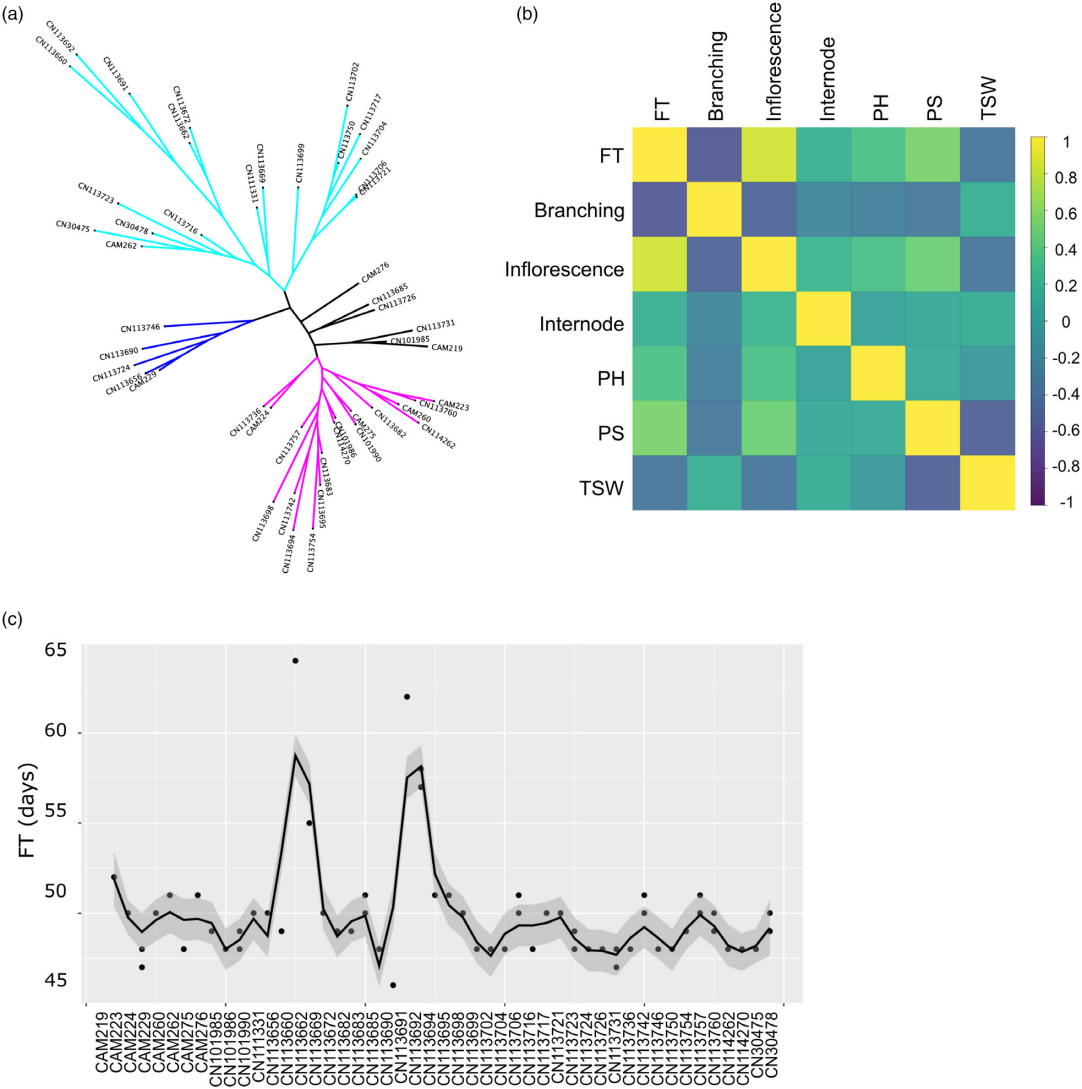
*Camelina sativa* population structure and FT variation. (a) Phylogenetic tree of all 48 experimental genotypes according to the final 65 082 SNPs. (b) Heatmap showing Pearson's correlation between different traits. Flowering time, plant height, pod shattering and 1000‐seed weight represented by the abbreviation FT, PH, PS and TSW, respectively. (c) Smoothed line plot of FT across all 48 genotypes in 2012.

### Trait variation across *C. sativa* population

The 48 accessions were grown in the field for two consecutive seasons in 2012 and 2013, and data for a number of traits were collected, including flowering time (FT), inflorescence and internode length, plant height, 1000‐seed weight, pod shattering and branching (Data S1). The pairwise correlations between different traits were calculated using their best linear unbiased prediction values. As shown in Figure 3b, there was a significant positive correlation between FT and inflorescence length with a correlation coefficient of 0.84 (*P*‐value < 3.4 × 10^−14^), suggesting these two traits are likely mutually dependent. Meanwhile, we also noticed a significant negative correlation between FT and branching with a correlation coefficient of −0.57 (*P*‐value < 2.2 × 10^−5^) (Figure 3b). In the current study, we have focused on FT during *C. sativa* development. To check FT variation across the two seasons, their correlation was calculated as Pearson's correlation coefficient (*r* = 0.94 and *P*‐value < 2.2 × 10^−16^), suggesting a high consistency for FT between the two environments in 2012 and 2013. For clarity, only data from year 2012 was shown in Figure 3c, whereat FT varies largely between different genotypes of *C. sativa*, for example CN113690 only needs 46 days to reach 50% flowering on average, while CN113660 needs 8 more days (Figure 3c; see same trend of 2013 in Figure S1C).

### Identification of FT‐related highly co‐expressed gene modules

Weighted gene co‐expression network analysis (WGCNA) provides a useful method to construct a co‐expression network, where each module of the network contains a group of genes with highly correlated expression patterns, which tend to be involved in similar biological processes (Langfelder and Horvath, 2008). To explore the potential co‐expressed gene module responsible for the above FT variation, we employed WGCNA to analyse the 15 000 genes with the highest expression variance across the experimental population. In the co‐expressed network, 15 000 genes were divided into 19 distinct modules (Figure 4a) with a size range from 46 to 4194 genes (Table 1). 

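WGCNA's own module detection was not repeated here. A signed network with the paper's power of 12 was built from the VST values of the 15000 gene models of largest variance, and its tree was divided at the single height that gave the most clusters of at least 30 genes. Over all libraries this gave 19 clusters, of which the largest had 10557 genes. Of the 164 tan genes of Data S2, 105 were among the 15000, and 87 of these fell in that largest cluster. Over the deeper libraries it gave 18 clusters. A cluster of 65 genes then held 64 tan genes, and with a minimum of 50 genes per cluster a larger cluster held 97. Cluster membership has no replicate error.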

To quantify whether these modules associate with the FT trait, the Eigen genes (i.e. those genes representative of gene expression profiles in a module) of all 19 modules were used to calculate their Pearson's correlation coefficients with the FT trait (Figure 4b). As seen in Figure 4b, FT is highly negatively correlated with the tan module, which contains 164 *C. sativa* genes (Table 1). 

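The eigengene of the 164 tan genes of Data S2 was taken as the first principal component of their standardized VST values, averaged per accession and scaled to an SD of 1 over the 48 accessions. Over all libraries it was -2.13 ± 1.21 (SD, n = 4) in the late accessions and 0.19 ± 0.73 (SD, n = 44) in haplotype 1, a difference of -2.33 (two-sided exact permutation test over 194580 splits, p = 1.6e-04). With the deeper libraries alone it was -2.98 ± 1.49 in the late accessions and 0.27 ± 0.20 in haplotype 1, a difference of -3.25 (p = 5.1e-06, the smallest that this exact test can give), which is the largest difference among the settings that keep all 4 late accessions. The paper chose the tan list and the SNPs behind the haplotypes on these samples. These p-values are therefore not independent evidence. CN113662 was closest to haplotype 1, with -0.55 over all libraries and -1.13 over the deeper libraries, and its 3 libraries differ among themselves in the tan genes. FT falls into 2 separate clusters, so no correlation over all 48 accessions is given. Within haplotype 1, the correlation of the eigengene with FT was 0.0013 (Pearson's r, permutation p = 0.99, Spearman's rho = -0.016, permutation p = 0.92, n = 44) over all libraries. Over the deeper libraries it was -0.31 (permutation p = 0.042, adjusted p = 0.27 over 16 relations), with a rho of -0.30 (permutation p = 0.048). Without CN113690 and CAM219, the accessions farthest from the median FT, r was -0.0087 over all libraries and -0.26 over the deeper libraries. Within the series of library codes, r over the deeper libraries was -0.31 in series Cs (34 accessions, permutation p = 0.075), 0.026 in series S001C (35 accessions, permutation p = 0.88) and 0.068 in series S0013 (10 accessions, permutation p = 0.85), so the relation does not hold within every series. The late accessions have libraries of series Cs only. With Cs libraries alone, the difference between the late accessions and 34 accessions of haplotype 1 was -2.39 (exact permutation p = 3.4e-04).

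**Figure D1:**
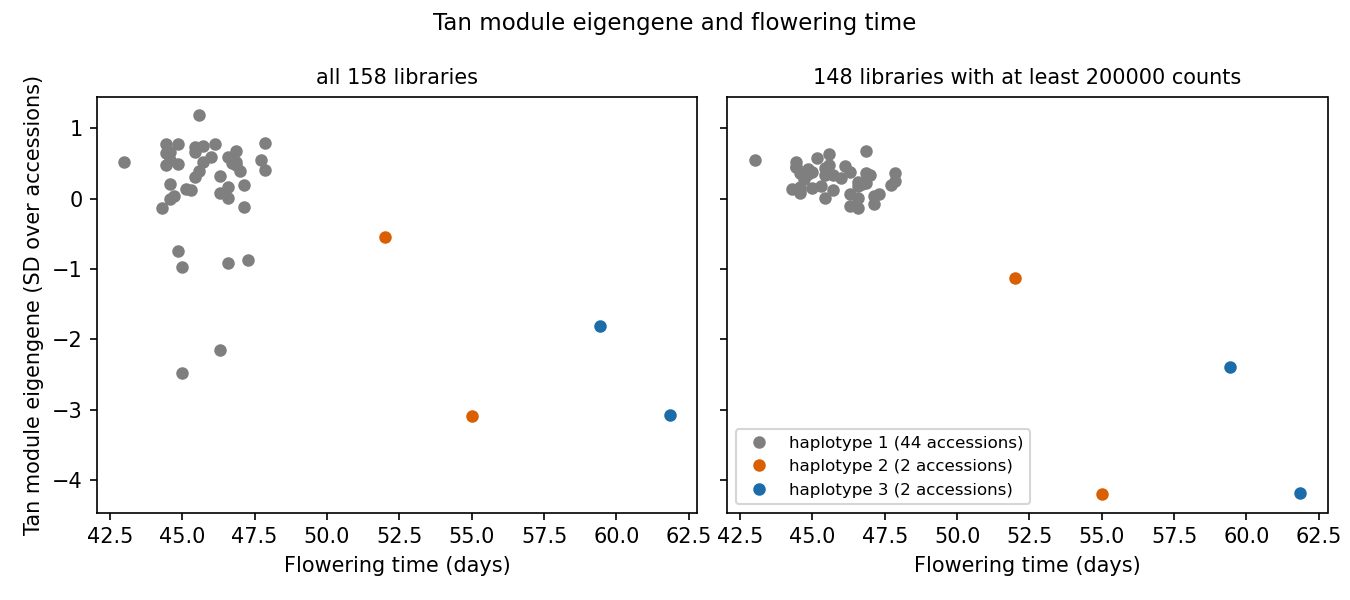
Tan module eigengene of each accession, in SD over the 48 accessions, against its flowering time in days, over all libraries (left) and over the libraries with at least 200000 counts (right), with 1 point per accession coloured by haplotype. With the deeper libraries alone the 4 late accessions lie between -4.19 and -1.13, all below the lowest accession of haplotype 1 at -0.13, while over all libraries CN113716 of haplotype 1 lies at -2.48. The tan genes and the SNPs behind the haplotypes were chosen by the paper on these samples.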

To further explore the genes in the tan module, the definitions from (Zhang and Horvath, 2005) were adapted, whereat the absolute value of the Pearson correlation between each gene and FT was defined as gene significance (GS), and module membership (MM) was defined by the individual gene's correlation with the Eigen gene of the tan module. 

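GS was computed over the 48 accessions as the absolute Pearson correlation of a tan gene's mean VST value with FT, and MM as its absolute correlation with the eigengene. Over all libraries, GS ranged from 0.19 to 0.81 with a median of 0.49, and all 164 genes correlated negatively with FT. Across the 164 genes, the correlation between GS and MM was 0.14 over all libraries and 0.69 over the deeper libraries, and it stayed between 0.17 and 0.23 over all libraries with each late accession left out in turn, and between 0.67 and 0.95 over the deeper libraries, where 0.95 is the value without CN113692. With at most 3 libraries per accession it was 0.58. Genes are not independent replicates, so no p-value is given. Each GS over 48 accessions rests on the separation of the late accessions from haplotype 1. Within the 44 accessions of haplotype 1, the median GS was 0.078 over all libraries and 0.15 over the deeper libraries, and the correlation between GS and MM was -0.36 and 0.34 respectively.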

By quantifying the GS and MM for each gene in the tan module and plotting their GS against MM, it was clear that there was a strong positive correlation between GS and MM, which indicated that genes related to FT were also the central genes of the tan module (Figure 4c).

**Figure 4:**
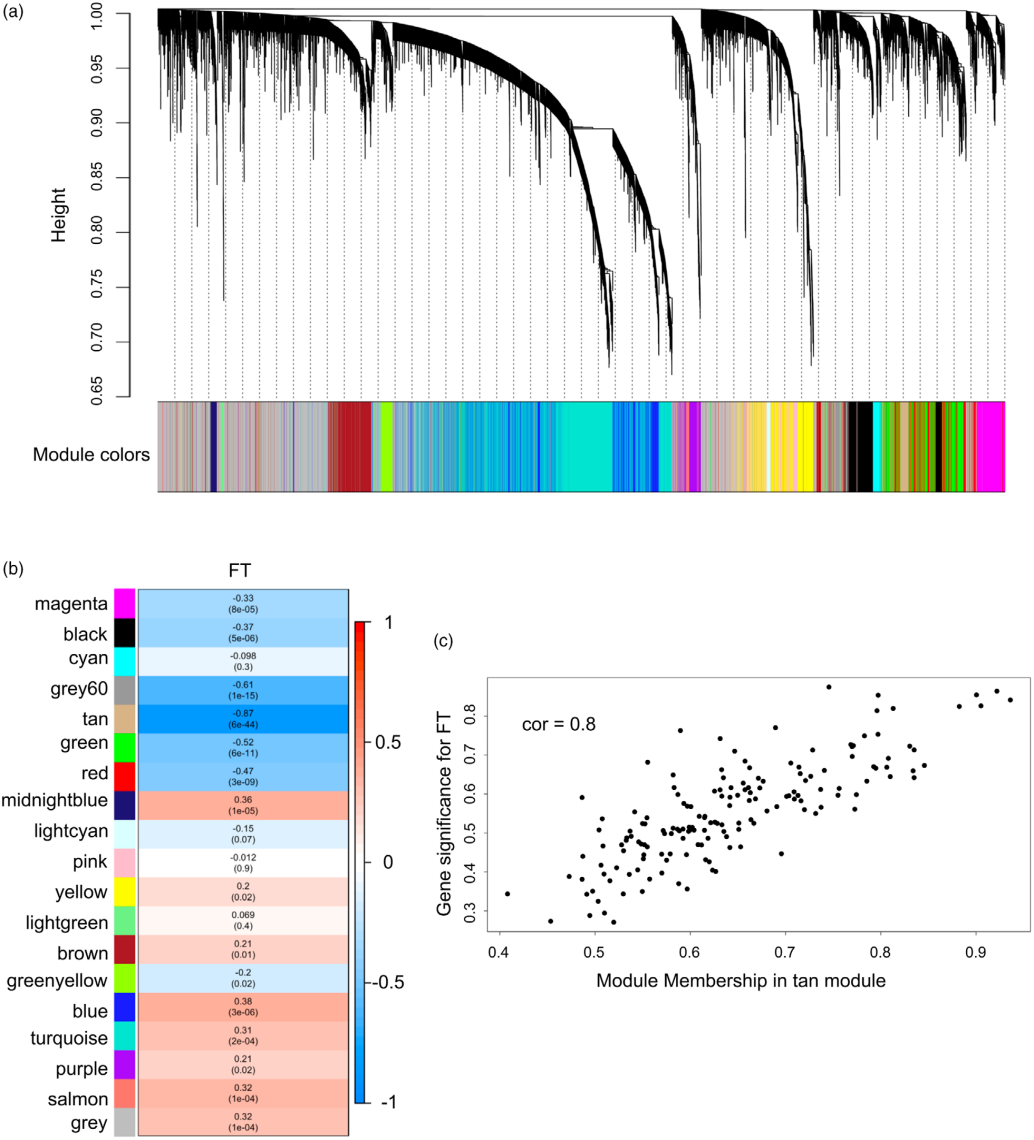
WGCNA identifies FT‐related co‐expressed gene module. (a) Hierarchical clustering dendrogram showing 19 distinct co‐expression modules based on 15 000 most variable genes across 48 genotypes. Different colours were assigned to each module. (b) Heatmap showing the correlation of FT with each co‐expression module. Each cell contains the corresponding Pearson's correlation coefficient and *P*‐value. (c) Scatterplot showing gene significance for FT and module membership in tan module.

**Table 1:** Co‐expressed gene modules and their gene numbers resulting from WGCNA

Module	Grey	Turquoise	Blue	Brown	Yellow	Green	Red	Black	Pink	Magenta
Number of genes	4194	3289	1133	1005	772	738	663	654	572	492
	Purple	Greenyellow	Tan	Salmon	Cyan	Midnightblue	Lightcyan	Grey60	Lightgreen	
	355	341	164	160	140	115	87	80	46	

After generating the gene ontology (GO) database of *C. sativa* genes (see Methods for details), GO enrichment analysis through clusterProfiler was used to functionally characterize the tan module. Five GO terms were significantly enriched in the tan module (P‐values 0.05 after false discovery rate correction) (Figure 5a). 

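Fig. 5b lists 12 genes of the tan module beside its MADS genes. All 12 were lower in the late accessions than in haplotype 1, with log2 fold changes from -3.42 for Csa05g052440.1 to -0.81 for Csa11g001440.1 and adjusted p-values of 0.036 or less from edgeR's quasi-likelihood test. Of the ADP binding genes, Csa05g052440.1 had 4.92 ± 9.07 CPM (counts scaled to a total of 1000000 per accession after TMM normalization, SD, n = 4) in the late accessions and 56.0 ± 11.5 (SD, n = 44) in haplotype 1 (standard error of the log2 fold change 0.47, adjusted p = 1.7e-06). Its value in CN113662 was 18.5 CPM, against 0.68 or less in the other 3, and without CN113662 the log2 fold change was -7.20. Csa07g017920.1 followed the same pattern, with 16.7 CPM in CN113662 and 0.069 or less in the others. The call is least firm for Csa07g017930.1 and Csa09g095890.1. The adjusted p-value of Csa07g017930.1 rose to between 0.093 and 0.10 when CN113660, CN113691 or CN113692 was left out, and was 0.055 with Cs libraries alone and 0.064 with the share of Cs libraries as a covariate. That of Csa09g095890.1 was 0.15 without CN113660, 0.22 without CN113692, 0.19 with Cs libraries alone and 0.12 with that covariate. The vacuolar acidification genes Csa11g001440.1 and Csa11g001430.2 (log2 fold changes -0.81 and -0.86) were lowest in CN113660. Without CN113660 their log2 fold changes were -0.44 and -0.47, so a large part of each change rests on that accession. The tan list was chosen by the paper on these samples, so these calls are not independent evidence.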

Listing all genes assigned to the enriched GO categories showed that, the categories ‘defense response to other organism’ and ‘ADP binding’ shared multiple genes, while the remaining enriched GO terms did not overlap (Figure 5b). After further examination, it was noticed that all genes assigned to the categories ‘RNA polymerase II transcription regulatory region sequence‐specific DNA‐binding’ were members of the MADS transcription factor family, which are recognized for their role in floral organ development (Becker and Theissen, 2003). The MADS transcription factors enriched in the tan module are *AGL19* (AT4G22950) and *AGL20* (AT2G45660), both of which have been documented to participate in floral transition and promote flowering (Borner *et al*., 2000; Lee *et al*., 2000; Schonrock *et al*., 2006). Noticeably, *SOC1* (*AGL20*) is a well‐known key regulator of flowering timing and integrates different flowering pathways, and *AGL19* is classified as *SOC1*‐like gene according to its high similarity with *SOC1* (Becker and Theissen, 2003; Komeda, 2004). Due to the polyploid nature of *C. sativa*, the tan module contains more than one *SOC1*; Csa04g063650.1 and Csa06g052060.1 (Figure 5b; Data S2). 

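Csa04g063650.1 had 1.75 ± 2.46 CPM (SD, n = 4) in the late accessions and 17.5 ± 4.46 (SD, n = 44) in haplotype 1, a log2 fold change of -3.20 (standard error 0.37, adjusted p = 2.0e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Each late accession lay below all 44 others, with 5.41 CPM in CN113662 and 0.98 or less in the other 3. The late accessions gave 2 to 73 reads each for this gene. Csa06g052060.1 had 7.77 ± 2.73 CPM in the late accessions and 32.6 ± 13.1 in haplotype 1, a log2 fold change of -2.06 (standard error 0.29, adjusted p = 2.6e-06), again with every late accession below all 44 others. With each late accession left out in turn, the log2 fold change stayed between -4.97 and -2.79 for Csa04g063650.1 and between -2.34 and -1.94 for Csa06g052060.1. Within haplotype 1, the slope on FT was -0.14 log2 units per day for Csa04g063650.1 (standard error 0.042, p = 0.0011 and adjusted p = 0.16 over all genes tested, n = 44) and -0.12 for Csa06g052060.1 (standard error 0.060, adjusted p = 0.42). The copies are close in sequence, so reads could have been split between them by the authors' counting. Other SOC1 copies were not analysed here.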

More interestingly, the tan module also contains two *SOC1*‐like genes, *AGL19*s (Csa10g020140.1 and Csa12g033740.1), which suggests these *C. sativa SOC1* and *SOC1*‐like genes might work closely together in a similar manner as their Arabidopsis orthologues. Moreover, the tan module contained another MADS transcription factor *AGL103* (Csa07g033470.1) and additional characterized FT‐related genes, *SET DOMAIN PROTEIN 16* (*SDG16*; Csa10g015090.1), an AP2 transcription factor *SCHNARCHZAPFEN* (*SNZ*; Csa05g014000) and *SQUAMOSA PROMOTER BINDING PROTEIN‐LIKE 15* (*SPL15*; Csa09g070470.1). Thus, the network analysis identified a FT‐related co‐expressed gene module, which is highly enriched with MADS transcription factors, especially *SOC1* and *SOC1*‐like genes.

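Csa10g020140.1 had 3.96 ± 2.11 CPM (SD, n = 4) in the late accessions and 12.2 ± 2.24 (SD, n = 44) in haplotype 1, a log2 fold change of -1.59 (standard error 0.19, adjusted p = 4.1e-08 from edgeR's quasi-likelihood test). CN113662, with 7.11 CPM, lay within the range of haplotype 1 (6.79 to 17.9), and the other 3 lay below it. Csa12g033740.1 is expressed at a lower level, with 0.59 ± 0.81 CPM in the late accessions and 2.49 ± 1.04 in haplotype 1, a log2 fold change of -1.96 (standard error 0.49, adjusted p = 0.0048). Its late accessions gave 0 to 24 reads each, with 1.78 CPM in CN113662 and 0.38 or less in the other 3. With each late accession left out in turn, its log2 fold change ranged from -3.69 without CN113662 to -1.49 without CN113660. The adjusted p-value was 0.046 in the latter fit. With Cs libraries alone, its log2 fold change was -1.58 (adjusted p = 0.056), while that of Csa10g020140.1 was -1.43 (adjusted p = 1.4e-04). Within haplotype 1, the slope on FT was -0.025 log2 units per day for Csa10g020140.1 (adjusted p = 0.83) and 0.19 for Csa12g033740.1 (standard error 0.079, adjusted p = 0.28, n = 44), and neither passed the threshold after adjustment.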

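AGL103 (Csa07g033470.1) was at 0.15 ± 0.30 CPM (SD, n = 4) in the late accessions and 0.78 ± 0.28 (SD, n = 44) in haplotype 1, with a log2 fold change of -2.16 (adjusted p = 0.0021 from edgeR's quasi-likelihood test). All of its 8 reads in the late accessions came from CN113662, and the other 3 gave none in 4968195 to 15028670 counts each. SDG16 (Csa10g015090.1) was at 3.04 ± 1.91 CPM against 8.34 ± 2.06, with a log2 fold change of -1.39 (adjusted p = 1.8e-04). SNZ (Csa05g014000.1) was at 2.59 ± 1.18 CPM against 9.31 ± 4.14, with a log2 fold change of -1.78 (adjusted p = 0.0015). SPL15 (Csa09g070470.1) was at 0.33 ± 0.39 CPM against 2.01 ± 0.66, with a log2 fold change of -2.37 (adjusted p = 1.9e-05). For each of the 4 genes at least 1 late accession lay within the range of haplotype 1. SDG16, SNZ and SPL15 kept an adjusted p-value below 0.05 with each late accession left out in turn and with Cs libraries alone. AGL103 did so with each late accession left out, and was not tested with Cs libraries alone because its counts fell under the filter.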

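Over the 52307 gene models tested between the 4 late accessions and the 44 of haplotype 1, all but 19 of the 164 tan genes were lower in the late accessions at an adjusted p-value under 0.05, and 159 were lower when adjusted over the list alone. No tan gene was higher at either adjustment, and the median log2 fold change of the list was -1.34. The paper chose the list on these samples, so the count is not independent evidence. Outside the list the late accessions differed as well. Over all genes 3140 were higher and 4329 lower, against 6793 and 8488 at an unadjusted p under 0.05, and the median log2 fold change over all genes was -0.015. Among the alternatives that keep all 4 late accessions, the set of Cs libraries alone moved these counts most, to 1631 higher and 1725 lower, with 46 of the 163 tan genes tested not called, and 36.6% of the genes called over all libraries were called in the same direction there. Leaving out CN113692, the accession with the fewest reads, gave 1590 higher and 2288 lower, with 45 of the tan genes not called. With the share of Cs libraries of each accession as a covariate, a setting chosen after these counts had been seen, 5502 were higher, 5829 were lower, and 68.3% of the genes called over all libraries were called in the same direction. Within haplotype 1, 11 genes changed with FT at an adjusted p-value under 0.05, all of them upwards. With DESeq2 160 changed, 25 of them downwards, and without the filter on low counts 687 changed, 284 of them downwards, with 2 tan genes among those downwards in each. None of the 11 was a tan gene, while 28 tan genes had an unadjusted p under 0.05 and 8 passed when adjusted over the list alone, against 2 with the share of Cs libraries as a covariate and 1 with Cs libraries alone. From the negative correlation of the module with FT and the MADS genes enriched in it, the paper concludes that the network analysis identified an FT-related module with SOC1 and SOC1-like genes.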

**Figure 5:**
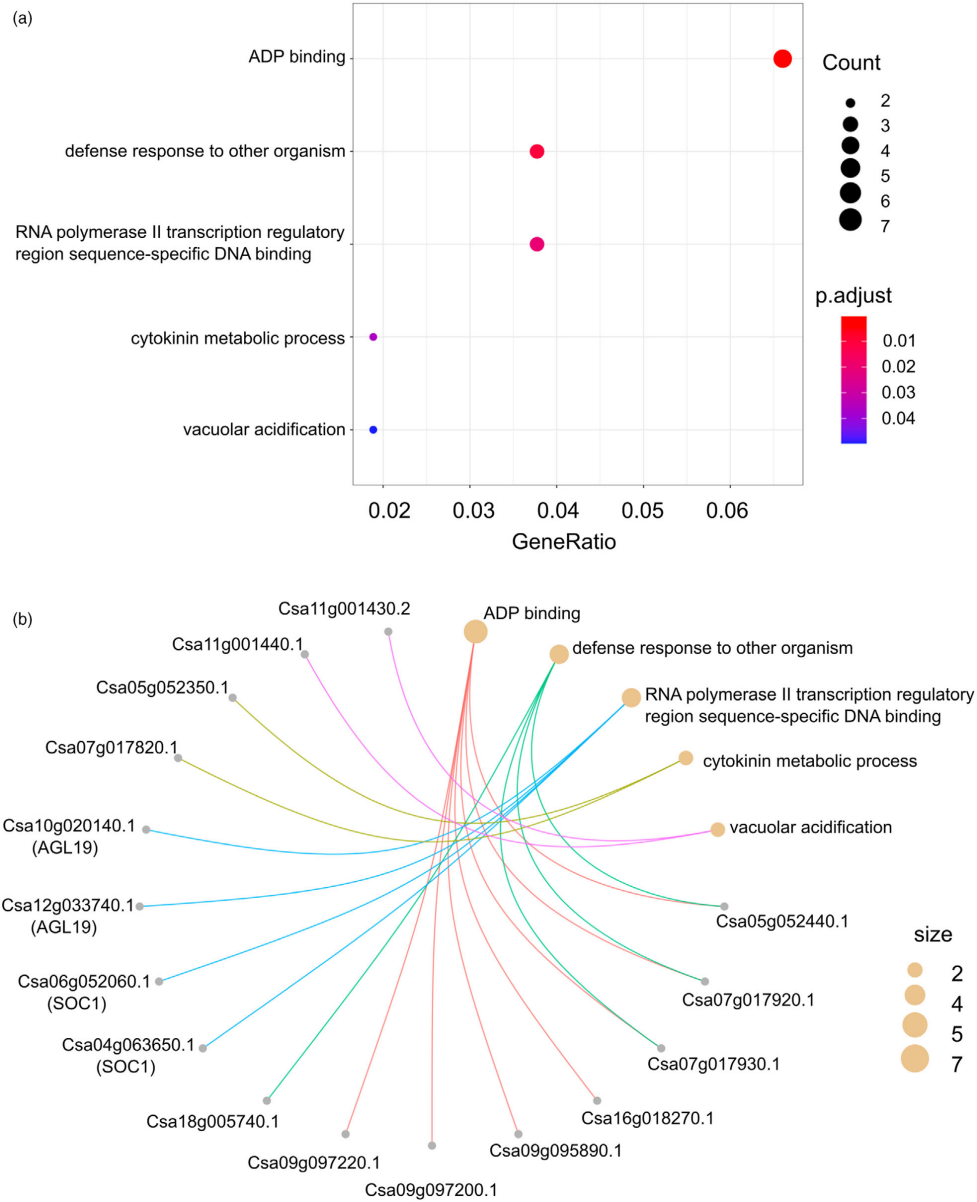
GO enrichment analysis of tan module. (a) Dot plot showing the 5 significantly enriched GO terms of tan module. Colour bar indicates the *P*‐values from Fisher's exact test, and dot size is the number of genes belonging to the given GO term. (b) Cnetplot listing details about which *C. sativa* genes associated with each GO term.

### eQTL and association analysis of tan module

As all 164 tan genes can be considered functionally FT‐relevant genes given their high correlation with the FT trait, an expression quantitative trait loci (eQTL) analysis was performed to identify putative eQTLs that have *cis* or *trans* regulatory effects on the expression of these FT‐related genes. During the eQTL analysis, all 65 082 SNPs were tested for their association with each of the 72 713 expression traits (i.e. gene expressed in least at one genotype). Accordingly, the Bonferroni adjusted *P*‐value threshold was calculated as 0.05/(65 082 × 72 713) = 1.06 × 10^−11^. At this threshold, in total 1769 SNPs (eQTLs) were identified as significantly associated with genes in the tan module.

To further characterize the set of 1769 SNPs (eQTLs) above, we initially focused on SNPs that related with multiple well‐known FT genes included in the co‐expressed tan module, especially, *SOC1* and *SOC1*‐like genes. 

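Data S3 gives the genotypes at 7 SNPs on chromosomes 1, 7, 8, 15 and 19 of the C. sativa reference genome, at positions 925090, 22547321, 4278977 and 1139851 on the first 4 of these and at 5235407, 21356345 and 21356376 on chromosome 19. Each SNP has a non-reference genotype in all 4 late accessions, and 5 of the SNPs have one also in CN113672, which is heterozygous there and belongs to haplotype 1. At the SNP on chromosome 8, the mean VST value of SOC1 (Csa04g063650.1) was 5.80 ± 0.49 (SD, n = 43) in accessions with the reference genotype and 3.80 ± 1.02 (SD, n = 5) in the others over all libraries. The means at that SNP were 6.54 ± 0.51 and 5.21 ± 0.63 for SOC1 (Csa06g052060.1), and 5.40 ± 0.47 and 4.40 ± 0.76 for AGL19 (Csa10g020140.1). All 21 pairs of SNP and gene had a Benjamini-Hochberg adjusted permutation p of 2.6e-04 or less, and all 21 also passed over the deeper libraries and with Cs libraries alone. The 7 SNPs divide the accessions in nearly the same way, so the 21 tests are not independent, and they rest on the same 4 or 5 accessions. The paper chose these SNPs for their association with these 3 genes on these samples. That all 21 pairs passed is therefore not independent evidence. CN113672 had 1 library of 4, S001C2D, with low values of the 3 genes.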

Seven SNPs were found to be associated with 2 *SOC1*s (Csa04g063650.1; Csa06g052060.1) and 1 *SOC1*‐like gene *AGL19* (Csa10g020140.1) (Data S3). Further, a transcriptome‐wide association study (TWAS) was used to mine the suggestive loci that were significantly associated with the FT trait. Employing a Linear Mixed Module in GEMMA, 10 out of the 1769 SNPs were confirmed to be significantly associated with FT (*P*‐value < 5 × 10^−7^; Figure 6a), which, however, did not include any of the seven SNPs that associated with multiple *SOC1* and *SOC1*‐like genes above. 

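Among the genes of Table 2, Csa11g040110.1 was lower in the late accessions, with 43.2 ± 7.66 CPM (SD, n = 4) against 57.8 ± 5.10 (SD, n = 44) in haplotype 1, a log2 fold change of -0.41 (standard error 0.078, adjusted p = 3.3e-04 from edgeR's quasi-likelihood test), and each of the 4 accessions lay below all 44 others. Csa08g057320.1, Csa09g081420.1, Csa14g006410.1 and Csa20g025800.1 had log2 fold changes between -0.39 and 0.08 and adjusted p-values from 0.057 to 0.78. Csa20g025800.1 was the nearest to a call, with an adjusted p-value of 0.040 with Cs libraries alone, 0.049 with DESeq2, 0.029 without CN113692, 0.027 for the slope on FT over the 48 accessions and 0.0018 with the share of Cs libraries as a covariate. Csa14g006410.1 had an adjusted p-value of 0.048 with Cs libraries alone, 0.048 for that slope and 1.6e-05 with that covariate. Csa06g036830.1 had at most 2 reads in any late accession and was too low to be tested. These genes lie at the SNPs that define the haplotypes, so the groups compared differ at the genes' own loci.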

See Table 2 and Data S4 for a comprehensive view of these 10 significant FT‐associated SNPs, their related genes and corresponding annotations. Interestingly, when we examined these 10 SNPs, their distribution across the 48 experimental population show 3 distinct patterns, forming distributed haplotypes (Data S5). To further check their allelic effects on the FT trait, each individual haplotype was plotted against FT, which suggested that these 10 SNPs might help predict FT trait variation of *C. sativa* (Figure 6b). To conclude, by combining WGCNA, eQTL and TWAS analysis, we identified 10 important SNPs, which contribute to three different haplotypes, involved in FT variation in *C. sativa* plants.

**Figure 6:**
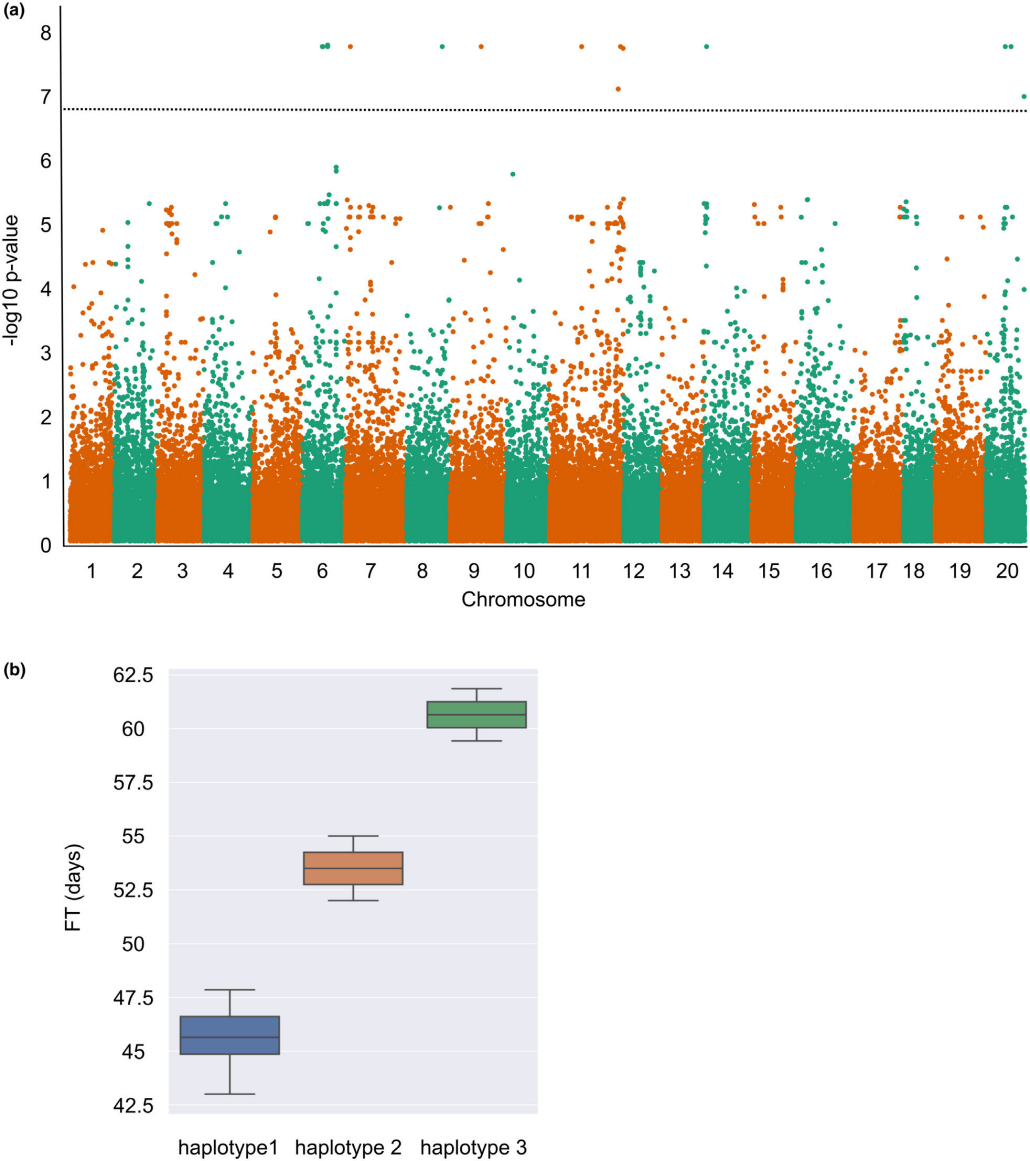
Association analysis identifies FT‐related SNPs. (a) Manhattan plot showing results from association analysis, The y‐axis represents –log(*P*‐values) of association between each SNP variant with FT trait, and the horizontal dotted line represents the threshold for significance. (b) Boxplot showing the FT values of the *C. sativa* accessions represented by each haplotype.

**Table 2:** Significant SNPs associated with flowering time

SNP	Chr.	Pos.	Adjusted *P*‐value	Annotation	Associated gene	Encoded protein
snp_Chr6_18702229	6	18 702 229	1.42E‐08	missense_variant	Csa06g036830	Aquaporin NIP2.1
snp_Chr6_21176774	6	21 176 774	1.42E‐08	missense_variant	Csa06g042890	Jumonji/zinc‐finger‐class transcription factor protein
snp_Chr8_24560438	8	24 560 438	1.42E‐08	synonymous_variant	Csa08g057320	Encodes sorting nexin SNX2b
snp_Chr9_30922977	9	30 922 977	1.42E‐08	synonymous_variant	Csa09g081420	12‐oxophytodienoic acid reductase
snp_Chr11_18 992 361	11	18 992 361	1.42E‐08	synonymous_variant	Csa11g040110	Phytoene desaturase
snp_Chr11_47854078	11	47 854 078	1.42E‐08	synonymous_variant	Csa11g101310	Arabidopsis orthologue of human splicing factor SC35
snp_Chr14_2073315	14	2 073 315	1.42E‐08	synonymous_variant	Csa14g006410	Peptidase M50 family protein
snp_Chr20_8623095	20	8 623 095	1.42E‐08	synonymous_variant	Csa20g025800	Phosphate translocator family member
snp_Chr20_12463032	20	12 463 032	1.42E‐08	missense_variant	Csa20g036360	EMBRYO DEFECTIVE 1211; a MORN motif containing protein
snp_Chr20_12464248	20	12 464 248	1.42E‐08	missense_variant	Csa20g036360	EMBRYO DEFECTIVE 1211; a MORN motif containing protein

## Discussion

Multiple analyses have shown *C. sativa* to be limited in genetic diversity (Chaudhary *et al*., 2020; Gehringer *et al*., 2006; Singh *et al*., 2015); yet there has been documented evidence of phenotypic variability in available germplasm for a number of traits (Berti *et al*., 2016; Luo *et al*., 2019). Some of the latter variation could be explained by simple single gene control; however, it is probable that the multiple layers of genetic and epigenetic control deployed by most species are being exploited in *C. sativa* to allow further adaptation. In order to gain insights into the role of the transcriptome in providing opportunities for trait adaptation, gene expression was assessed in young leaf tissue across 48 accessions of *C. sativa*. These data showed distinct patterns of gene expression among the lines; although 37 268 core genes were expressed in all lines, between 8374 and 18 314 additional genes were variably expressed across the experimental population. Notably the most specifically expressed genes, found in ≤10 lines, were highly enriched for genes involved in plant defence; interestingly this observation aligns with that for plant pan‐genomes, where genes related to biotic and abiotic stress responses are commonly overrepresented among the annotated variable genes (Bayer *et al*., 2020). Although without full genome assemblies, we cannot rule out copy number variation (CNV) among the accessions, the transcriptome data suggests that CNV alone does not control trait variation in *C. sativa*. The polyploid genome structure of *C. sativa* also provides opportunity for trait adaptation; *C. sativa* has a highly undifferentiated hexaploid genome with most functional genes being represented by three orthologues (Kagale *et al*., 2014), providing opportunities for neofunctionalization of the duplicate gene copies. Among the transcriptome data 12 440 triads were identified and assessed for balanced or biased expression across the three sub‐genomes. Approximately one third (37%) of the triads showed conserved expression, either balanced or biased, across all of the lines, and as noted previously for *C. sativa* the third sub‐genome showed the highest level of genome dominance in all 48 accessions. The remaining triads showed evidence of differential bias among the accessions, providing opportunities for adaptation (Wang *et al*., 2022). Such variation has been shown to be of importance for crop improvement in polyploid wheat, with selection for particular yield traits resulting in genome imbalance associated with low‐expressing alleles of specific homoeologues (He *et al*., 2022). The prevalence of transcription factors among the triads showing the most variable patterns of bias among the accessions in *C. sativa* would suggest genome dominance could be a useful source of variation in this species. The cumulative transcriptome dataset provides a novel resource for studying trait variation in *C. sativa*, which was further queried to look for novel variation associated with FT in *C. sativa*.

### Floral genes in *C. sativa*

The floral integrator genes (e.g. *FLC* and *SOC1*) display very high conservation across flowering plants (Kim, 2020; Voogd *et al*., 2015). Further, the high levels of sequence homology and gene collinearity between *C. sativa* and Arabidopsis suggests *C. sativa* genes are expected to function in a similar manner as their Arabidopsis orthologous genes (Berti *et al*., 2016; Kagale *et al*., 2014). Study of a module highly correlated with FT from the co‐expression network analysis captured two of the three *C. sativa SOC1* orthologues, but not the third. This might suggest two *Csa.SOC1*s work in a concerted manner during FT regulation, while the third *Csa.SOC1* could have undergone neofunctionalization, as was suggested for *Csa.FLC* (Anderson *et al*., 2018). However, study of additional *Camelina* lines has identified a functional third copy of *Csa.FLC*, indicating that there may be variation yet to be discovered (Chaudhary *et al*., 2023). Interestingly, *SOC1*‐like genes (*AGL19*) also contributed two copies to the same co‐expressed gene module. In Arabidopsis, *AGL14*, *AGL19*, *SOC1* and *AGL42* belong to the *TM3*/*SOC1* clade based on phylogenetic analysis (Becker and Theissen, 2003). Not only do they share high‐sequence similarity, intensive interactions have also been shown between these *AGL*s, for example *SOC1* has been demonstrated to directly regulate the expression of *AGL42* during floral transition by balancing its expression level (Dorca‐Fornell *et al*., 2011). Further, *AGL42* activates the expression of all *AGL14/19/SOC1* genes during flower development, and all *AGL14/42/SOC1* genes show upregulated expression in the flowers of plants expressing 35S::AGL19, suggesting potential positive feedback loops between these *SOC1* and *SOC1*‐like genes, such that they reciprocally activate each other in order to regulate flowering time (Lee and Lee, 2010). However, there is likely to be a more complicated regulation landscape in *C. sativa* given that *C. sativa* possesses three copies of each of the *SOC1* and *SOC1*‐like genes (Kagale *et al*., 2014), adding another layer of complexity to the FT regulation network; how these *Csa.SOC1*s and *SOC1*‐like genes orchestrate to fine‐tune the FT of *C. sativa* will require further analyses.

### FT‐associated SNPs

The 10 FT‐associated SNPs could be resolved into three distributed haplotypes, one of which was dominant among the lines, while two lines carried haplotype 2 and an additional two lines haplotype 3; with number of days to flower increasing for those lines carrying the latter two haplotypes (Figure 6b). Since *FLC* is known to inhibit flowering by repressing *FLOWERING LOCUS T* and *SOC1*, and its role in conferring the winter habit in *C. sativa* has already been suggested (Chaudhary *et al*., 2023), the lines were assessed for expression at any of the three *FLC* loci. Interestingly, all lines showed a low level of expression from the *Csa.FLC.C08* locus, and no significant expression from the C13 and C20 loci, with the exception of the haplotype 3 lines, which showed significantly higher levels of *Csa.FLC.C20*, and the haplotype 2 lines, which showed significantly higher levels of *Csa.FLC.C13*. It appears that there is a natural variation for expression at the FLC loci, which may contribute to later flowering.

Based on the annotations of the identified 10 FT‐associated SNPs, there were two SNPs (snp_Chr20_12463032 and snp_Chr20_12464248) located to the same gene (Csa20g036360), suggesting a candidate haplotype block spanning at minimum the 1216 base pairs across this gene. Further BLASTP searches showed the orthologous gene of Csa20g036360 in Arabidopsis is AT5G22640, encoding EMBRYO DEFECTIVE 1211 (EMB 1211). Previous studies have shown that EMB 1211 is a key player involved in embryo development as well as chloroplast biogenesis (Liang *et al*., 2010; Tzafrir *et al*., 2004). Notably, constitutive expression of a maize *SOC1* (*ZmSOC1*) in soybean resulted in *EMB 1211* being highly upregulated, which suggested a possible feedback loop between SOC1 and EMB 1211 during plant development (Han *et al*., 2021). 

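Csa20g036360 is expressed at a low level in these leaves, with 0.24 ± 0.11 CPM (SD, n = 4) in the late accessions, from 2 or 3 reads each, and 0.43 ± 0.23 (SD, n = 44) in haplotype 1. Its mean VST value was 2.90 ± 0.057 in the late accessions and 3.09 ± 0.24 in haplotype 1, a difference of -0.18 (two-sided exact permutation p = 0.13), and -0.25 over the deeper libraries (exact permutation p = 0.085). With Cs libraries of at least 200000 counts alone, it was -0.28 (exact permutation p = 0.038). FT falls into 2 clusters, so the relation was computed within haplotype 1. There it was -0.14 (Pearson's r, permutation p = 0.37, Spearman's rho = -0.18, permutation p = 0.25, n = 44), and -0.30 without the 2 accessions farthest from the median FT. Within series S001C, r was -0.34 (38 accessions, permutation p = 0.037, adjusted p = 0.27 over 16 relations), while it was -0.033 in series Cs (34 accessions, permutation p = 0.85) and 0.084 in series S0013 (10 accessions, permutation p = 0.82). At this depth a small change of the gene was not detectable.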

Interestingly, the correlation between the expression of Csa20g036360 and FT is very low (*r* = −0.12; *P*‐value = 0.17), which suggests its involvement in FT regulation is likely non‐linear in *C. sativa*.

Several other SNPs identified in this study merit further investigation to gain a more comprehensive understanding of their roles in the regulation of flowering time in *C. sativa*. One of the significant SNPs, snp_Chr6_21176774 was located within the region of gene Csa06g042890, whose orthologue in Arabidopsis encodes a Jumonji/zinc‐finger‐class transcription factor protein, namely JMJ19, which contains both Jumonji N (JmjN) and Jumonji C (JmjC) domains (Lu *et al*., 2008; Noh *et al*., 2004). 

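Csa06g042890.1 was expressed at 8.11 ± 0.79 CPM (SD, n = 4) in the late accessions and 8.90 ± 1.43 (SD, n = 44) in haplotype 1. Its log2 fold change of -0.13 (standard error 0.12, adjusted p = 0.50 from edgeR's quasi-likelihood test) was within the spread between accessions, and its slope on FT within haplotype 1 was -0.030 log2 units per day (standard error 0.031, adjusted p = 0.75).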

Based on sequence similarities, there are a total of 9 putative JmjN/JmjC‐containing proteins in Arabidopsis, which are JMJ11, JMJ12, JMJ13, JMJ14, JMJ15, JMJ16, JMJ17, JMJ18 and JMJ19. These 9 JmjN/JmjC‐containing proteins are further divided into 2 sub‐groups, whereat JMJ11, JMJ12 and JMJ13 belong to the KDM4/JHDM3 group and the other six belong to the KDM5/JARID1 group (Lu *et al*., 2008). JMJ11 and JMJ12 are known as EARLY FLOWERING 6 (ELF6) and RELATIVE OF EARLY FLOWERING 6 (REF6) respectively, which have been reported to play divergent roles in flowering regulation in Arabidopsis (Noh *et al*., 2004); as their homologue, JMJ13 has also been shown to be a flowering repressor dependent on temperature and photoperiod (Zheng *et al*., 2019). Furthermore, JMJ14 acts through repression of floral integrators (i.e. *FLOWERING LOCUS T*, *AP1*, *SOC1* and *LFY*) to prevent early flowering during the vegetative phase (Jeong *et al*., 2009; Lu *et al*., 2010). As a large number of histone demethylases contain a conserved Jumonji C (JmjC) domain, these 9 proteins were predicted to be potential histone demethylases, and function in epigenetic regulation (Jeong *et al*., 2009; Lu *et al*., 2008, 2010; Zheng *et al*., 2019), which was affirmed by (Noh *et al*., 2004) where they showed JMJ12 functions as an FLC repressor through histone modifications of FLC chromatin. Therefore, it is possible that JMJ19 functions in a similar manner, as a histone demethylase during the regulation of flowering in *C. sativa*. Interestingly, snp_Chr11_47854078, locates to a region harbouring the orthologue of Arabidopsis *HUMAN SPLICING FACTOR SC35* (*AtSC35*). 

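Csa11g101310.1, the gene listed for this SNP in Table 2, was at 15.4 ± 2.55 CPM (SD, n = 4) in the late accessions and 12.2 ± 1.87 (SD, n = 44) in haplotype 1, a log2 fold change of 0.34 (standard error 0.11, adjusted p = 0.036 from edgeR's quasi-likelihood test). The ranges overlap, and the adjusted p-value was 0.31 without CN113660, 0.060 without CN113691, 0.091 without CN113692, 0.30 with Cs libraries alone, 0.20 with the share of Cs libraries as a covariate and 0.056 without the filter on low counts.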

AtSC35 is a member of the serine/arginine‐rich (SR) proteins, which are important splicing factors (Barta *et al*., 2010). AtSC35 has been shown to play role in pre‐mRNA splicing along with another four SC35‐like (SCL) proteins. Further, AtSC35 and SCL proteins, in a redundant manner, control the transcription as well as the alternative splicing of *FLC* to regulate flowering time in Arabidopsis (Wang *et al*., 2023; Yan *et al*., 2017). Although stringent correction factors were applied, as with any association analyses further studies using additional genotypes, with diverse flowering times, will be needed to confirm the impact of any of the identified SNPs. It has been suggested that trait associated SNPs can increase the effectiveness of genomic selection, improving prediction accuracies for the target trait, thus the identified SNPs may prove useful in applied breeding strategies (Werner *et al*., 2018).

## Conclusion

FT is an important agricultural trait and understanding the mechanisms underlying its control could offer practical solutions in adapting FT to improve crop productivity in different environments. Owing to the identified allohexaploid genome, the genetic and molecular basis of FT are only beginning to be uncovered in *C. sativa*. In this study, WGCNA, eQTL and TWAS analysis were combined to dissect the FT trait in *C. sativa*; the results provide not only new insights into the genetic basis of *C. sativa* FT trait, but also offer new target genes for genetic improvement during future *C. sativa* breeding. Interestingly, the FT‐associated SNPs identified do not overlap those from a previous study (Luo Lily *et al*., 2021) but did show some correspondence to the expression of *FLC*. As our SNPs result from expression data, while (Luo Lily *et al*., 2021) carried out GWAS based on SNPs from genotyping‐by‐sequencing (GBS), this might explain the lack of correspondence. These results also indicate the complex genetic architecture underlying FT regulation in the allohexaploid plant *C. sativa* and emphasize the necessity of employing additional approaches to help us verify the core elements required for floral transition in *C. sativa*.

## Materials and methods

### Plant materials and phenotypic measurements

A *C. sativa* population comprising of 48 different accessions collected by Plant Gene Resources of Canada (PGRC, Saskatoon, SK, Canada) were used in this study. All accessions were planted in field trials at the experimental farm on Lowe Road, Saskatoon, during the growing season of 2012 and 2013. Three replicates were grown for each accession per season in double rowed plots. Flowering time (FT) was measured when 50% of plants had flowered in each plot. Inflorescence length, internode length and plant height were recorded as the average of measurements from three plants per plot. Mature pods and seeds were collected from three plants in each plot to measure 1000‐seed weight. The plants were left to mature in the field and pod shatter was rated subjectively on a scale of 1 to 10, with 1 being highly tolerant and 10 highly prone to shatter (no pod shells and only the pseudoseptum remaining).

### RNA extraction and sequencing

Forty‐eight different *C. sativa* accessions were cultivated under greenhouse conditions (16 h light/8 h dark, 22°). The leaf tissue from the young seedlings of *C. sativa* were collected at the stage when the fourth leaf was fully expanded to extract total RNA using the RNeasy plant mini kit (Qiagen, Toronto, ON, Canada) according to the manufacturer's protocol. The concentration and integrity of total RNA were examined by BioAnalyzer with RNA 6000 Nano Kit (Agilent Technologies, Inc., Santa Clara, CA, US). cDNA sequencing libraries were constructed according to the standard TruSeq RNA library preparation guide, and paired‐end sequencing was performed using the HiSeq 2000 platform (Illumina, Inc., San Diego, CA, US).

### Expression profiling and SNPs calling

Raw RNA‐seq data were trimmed using Trimmomatic (version 0.32) (Bolger *et al*., 2014) with the following settings (ILLUMINACLIP:TruSeq3‐PE.fa:2:30:10; SLIDINGWINDOW:4:15; LEADING:15; TRAILING:15; MINLEN:55) to remove adapter and low‐quality sequences. For expression profiling, clean reads were aligned to the *C. sativa* reference genome using STAR (version 2.7.10a) (Dobin *et al*., 2013) and gene expression levels were summarized by featureCounts (version 2.0.1) (Liao *et al*., 2014). Subsequent raw counts were filtered to remove lowly expressed genes (<1 across the samples) and then normalized through variance stabilizing transformation (VST) in DESeq2 (Love *et al*., 2014). The number of expressed genes across all 48 genotypes were calculated by assigning a gene as expressed only if the normalized counts were >3 in all three biological replicates.

For SNP calling, STAR's two‐pass mode was employed to map clean RNA reads to *C. sativa* reference genome. The binary alignment map (BAM) files were used to make unmapped BAM (uBAM) files through Picard's RevertSam function (version 2.27.4), filtered to remove PCR duplicates through Picard's MarkDuplicates function and further processed by the SplitNCigarReads function in GATK (version 4.2.6.1) (McKenna *et al*., 2010). The retained reads were used for variant calling through GATK's HaplotypeCaller, CombineGVCFs and GenotypeGVCFs functions with default parameters. Next, SNPs were collected using GATK's SelectVariants function, and filtered through the VariantFiltration function with setting ‘QD < 2.0 || MQ < 40.0 || FS > 60.0 || SOR > 3.0 || MQRankSum < −12.5 || ReadPosRankSum < −8.0’. Eventually, all 1 161 502 SNPs were further filtered through vcftools (version 0.1.16) (Danecek *et al*., 2011) with parameters ‘max‐missing 0.95, maf 0.05, hwe 0.000001’ and 65 082 SNPs were obtained for further analysis.

### Dominant expression/Genome bias

To identify the highly variable genes that are significantly overrepresented in select lines, TAU index was used for defining a gene's specific expression score. Pre‐filtering was performed to remove low‐expression genes with two criterions: (1) traditional mean normalized counts (>10); or (2) maximum normalized counts threshold (>50) across all accessions. After filtering low‐expression genes, TAU index of each gene from top expressed *n* lines (1 ≤ *n* ≤ 10) were calculated, respectively, and TAU > 0.9 was used as a threshold to define the dominantly expressed genes in a few lines. The highly variable genes identified based on TAU index were further visualized using hierarchical clustering combined with a gene expression heatmap performed by R pheatmap package (https://cran.r‐project.org/web/packages/pheatmap/index.html).

Normalized counts of 12 440 syntenic triads from all RNA‐seq samples were used to study the orthologous expression bias in all 48 *C. sativa* accessions based on the definition in a previous study (Ramírez‐González *et al*., 2018). With the thresholds defined as 20%, 80% and 100%, seven patterns for expression bias, including ‘Balanced’, ‘A dominant’, ‘B dominant’, ‘C dominant’, ‘A suppressed’, ‘B suppressed’, ‘C suppressed’, were identified based on the expression difference among the syntenic triads from the three sub‐genomes. All patterns were distinguished for the triads with at least one member holding an average expression of 10 normalized counts across all 48 *C. sativa* accessions. Ternary plots were used to visualize the relative expression contribution of each member of triads from three sub‐genomes and plotted by R ggtern package (Hamilton and Ferry, 2018).

### WGCNA and GO enrichment analysis

The VST normalized counts were further used to extract a subset (15 000) of the most highly variable genes across the experimental population through genefilter package in R. The selected subset of 15 000 most variable genes were used to construct a co‐expression network through the WGCNA package in R (Langfelder and Horvath, 2008), whereat the function blockwiseModules was used with parameters ‘power = 12, maxBlockSize = 15 000, networkType = ‘signed’, TOMType = ‘signed’, minModuleSize = 30, mergeCutHeight = 0.25’ to construct a signed network and generate co‐expressed gene modules. The *C. sativa* GO annotation database was created with its whole proteome using InterProScan 5 (Jones *et al*., 2014). Further, GO enrichment analysis was conducted for the module of interest using clusterProfiler in R (Wu *et al*., 2021).

### eQTL and association analysis

eQTL analysis was performed through Matrix eQTL in R (Shabalin, 2012). 65 082 SNPs and expression data from the selected subset of 15 000 most highly variable genes were used to perform the eQTL analysis. Significant eQTLs were defined as *cis* when the physical distance between SNP and its associated gene was <3 kb, and *trans* if the distance exceeded 3 kb. For transcriptome‐wide association study (TWAS), a mixed linear model through program GEMMA (version 0.98.5) (Zhou and Stephens, 2012) was carried out to detect the associations between 65 082 SNPs and FT's Best Linear Unbiased Predictors (BLUPs) values, which were generated using lme4 (version 1.1–34) in R. The first three principal components derived from all 65 082 SNPs were used as a covariate in the model to correct for population stratification.

## Conflict of interest

The authors have not declared a conflict of interest.

## Supporting information

**Data S1** Agronomic trait data from 2012 and 2013.

**Data S2** List of C. sativa genes in co‐expressed tan module.

**Data S3** SNPs associated with multiple SOC1 and SOC1‐L genes.

**Data S4** Annotations for FT‐associated SNPs.

**Data S5** Haplotype information for 10 FT‐related SNPs and associated FT data.

**Figure S1** Gene expression and FT across various genotypes and SNPs categories. (A) Gene expression variation across 48 *C. sativa* accessions. For each genotype, expressed gene was defined as its average expression of 3 replicates ≥5 vst normalized counts. (B) Pie plot shows the percentage of all 65 082 SNPs belonging to each category. (C) Smoothed line plot showing the FT variation across all 48 genotypes in year 2013.

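With this definition, 3008 gene models were expressed in all 48 accessions and 31775 in at least 1 over all libraries. The number per accession ranged from 4315 in CN113716 to 24666 in CN113685. With the deeper libraries alone, 19124 gene models were expressed in all accessions and 36785 in at least 1, with 27076 in CAM260 as the lowest number and 28732 in CN113662 as the highest. Up to 6 libraries per accession entered each mean.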

**Figure S2** Dominantly expressed genes across the 48 *C. sativa* accessions. 184 highly variable genes (x‐axis) were identified, based on TAU index (>0.90) and filtering for low expression, genes remaining have a mean normalized count >10 across all replicates in at least one accession. The genes were Z‐score normalized and then visualized using hierarchical clustering combined with a gene expression heatmap. The colour scheme, from red through white to blue, indicates the level of normalized expression, from high to low across 48 *C. sativa* accessions (y‐axis).

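The minimum on the mean normalized count sets how many gene models enter. With a mean over the accessions above 10, or a mean above 50 in at least 1 accession, the number with a TAU above 0.9 was 2192 over all libraries and 210 over the deeper libraries. With TAU taken against the mean of the highest n accessions, as the largest value for n from 1 to 10, the numbers were 3157 and 1047.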

**Figure S3** Enrichment for Biological Processes among Gene Ontology Annotation of most dominantly/specifically expressed genes.

## Data Availability

The raw RNA‐seq data have been deposited to the Gene Expression Omnibus (GEO) under the accession GSE253393. All other data are included in the article and/or supporting data.

How the deposited data were processed for this re-analysis (not part of the article)

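Leaf RNA of 48 accessions of C. sativa was sequenced by the authors in 158 libraries, and their table gives a raw count for each of 94495 gene models in each library. The authors trimmed the reads with Trimmomatic, aligned them to the C. sativa reference genome with STAR, counted reads per gene model with featureCounts and deposited these counts without normalization and without pooling replicates. The strand setting of the counting is not stated, so genes that overlap or lie antisense to each other are as uncertain as near-identical copies. Every row of the table names a gene model, and each column belongs to 1 library. The table holds transcripts, so a locus with more than 1 transcript has a count for each, and transcripts were kept apart except in the triads, where the transcripts of a copy were summed. A single library of accession Licalla, which is not among the 48 accessions, was left out of every comparison. Coordinates are those of the paper's supplementary data and were not checked against a genome here.

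Libraries were assigned to accessions by the submitters' labels, and FT and haplotypes were taken from Data S5, in which haplotype 1 has 44 accessions and haplotypes 2 and 3 have 2 each. The groups come from genotypes at 10 SNPs that the paper chose among SNPs associated with the expression of tan genes in these accessions, so they are not independent of that expression. For FT, the paper's text has CN113690 at 46 days and CN113660 at 8 days more, from 1 year of field data, while Data S5 has 43 and 61.86 days. All FT values, slopes and correlations here rest on Data S5. The paper's text and Data S1 to S5 do not name the libraries behind its 3 biological replicates, so all libraries were used, and a set of 143 libraries with at most 3 per accession was an alternative. The libraries left out of that set have a space in their label and hold at most 988325 counts each. Of the 10 libraries under 200000 counts the set keeps 1, so its values also reflect the removal of shallow libraries. The library codes fall into series Cs, S001C and S0013. What separates the series is not stated, and the late accessions have libraries of series Cs only. Within that series the late libraries, except Cs147, also have lower code numbers than most others. No setting separated the code number from the late accessions. Library totals range from 167 to 15246389 counts. A gene expressed at 1 read per 1000000 counts is therefore expected at about 4 reads in a library of the median depth of 4310559 counts and is not detectable in the shallowest libraries. The set of 148 libraries with at least 200000 counts was added after the totals had been seen. The replicates of an accession were compared before averaging. The most similar pair of libraries, S001C32 and S001C4A of CN113754, had a chi-square of 1.523 per gene, where sampling alone gives about 1, so no pair was counted as 1 library.

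Normalized counts were obtained with DESeq2's size factors and VST values with its blind variance stabilizing transformation, for each set of libraries separately. For TMM, the effective library sizes were scaled to their mean. A gene was expressed in an accession with a count above 3 after division by DESeq2's size factors in each of its libraries. The paper's methods ask for normalized counts above 3 in all replicates and name VST as the normalization, so a VST value above 3 was an alternative. TAU was computed on the mean normalized counts of the accessions against the highest of them, with the count minimum of the paper's legends. The paper's methods differ from this, with TAU from the top 1 to 10 lines and another count minimum, and both were alternatives here. The triad patterns were assigned on the mean normalized counts of the accessions with the paper's 20% threshold. The tan module eigengene is the first principal component of the standardized VST values of the 164 genes of Data S2 over libraries. It was compared between the late accessions and haplotype 1 with an exact permutation test, since there are 4 late accessions, and correlated with FT within haplotype 1 with 100000 permutations. The tests of Data S3 used 100000 permutations per pair, over 7 SNPs and 3 genes, with Benjamini-Hochberg adjustment over the 21 pairs. The network was built from the 15000 gene models of largest VST variance with a soft threshold power of 12, and its tree was divided at a single height, in steps of 0.005, with a minimum cluster size of 30. Of heights that gave equally many clusters the highest was taken, a rule set after a first test on simulated data and before the network of the libraries was built.

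Tests across all genes used edgeR 4.0.16 in R 4.3.3. Counts of an accession's libraries were summed, genes were kept with filterByExpr, and the sums were normalized with TMM and tested with glmQLFit and glmQLFTest. The adjusted p-values are Benjamini-Hochberg values over all genes tested, with a threshold of 0.05. The standard error of a log2 fold change is its unshrunk estimate divided by the square root of the F statistic. CPM per accession is the summed count scaled to 1000000 after TMM normalization, and log2 CPM used a prior count of 2. The comparison of series Cs with S001C was made on 111 single libraries of 33 accessions of haplotype 1, with the accession as a block. That fit used the quasi-likelihood method of this edgeR version without a separate dispersion estimate, to limit its run time. DESeq2 1.42.0 with its Wald test was an alternative, and adjusted p-values it left undefined were not counted as calls. The other steps used limma 3.58.1, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

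The steps were tested on simulated data first. Counts were drawn at the accessions' own library sizes, with the same mean in every accession and the same dispersion for every gene. Among genes above a minimum of counts, 200 were changed, with median log2 fold changes of 1.99 and -1.98 in edgeR. Of these edgeR called 200, with 11 others among 51958 tested, and DESeq2 called 200, with 31 others among 74450. The simulation held no low-count changed genes and no other differences between accessions or series, so it does not test these. The eigengene test, the division of the network and the search for exchanged libraries each recovered what had been simulated. To see whether other groups of 4 accessions give as many genes, 30 splits of the 48 accessions were fitted, the actual one included. For the series, 40 arrangements of the series within accessions were fitted on 3000 genes drawn at random. Both numbers were set by run time.

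Libraries were also compared by marker genes outside the tan module, which are on in some accessions and off in others. A marker was off at a log2(TMM-normalized count + 1) of 2 or less and on at 5 or more, was on or off in at least 90% of the libraries, and was on in at least 2 accessions and off in at least 2. There were 126 markers over 148 libraries. A library's match to an accession is the share of markers at which it has the state of most of that accession's libraries, the library itself left out. For the thinned numbers of expressed genes, the 2 deepest libraries of each accession were drawn down without replacement to the smallest total among them, and a gene needed more than 3 counts in both.

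The genes named are those the paper names by identifier in its text, legends, Fig. 2, Fig. 5b, Table 2 and Data S3, and, of the genes whose values in all 4 late accessions lie beyond all 44 others, the 2 with the smallest p-value among those higher and among those lower. This rule, the tests and most alternatives were set before the data were examined. The alternatives were TMM against DESeq2's size factors, other definitions of an expressed gene, TAU on a log2 scale, against several accessions or with another count minimum, the nearest ideal triad pattern, log2 CPM against VST, the mean of standardized values against the first principal component, other sets of libraries, each replicate or late accession left out in turn, DESeq2 against edgeR, no filter on low counts, the slope on FT against the 2 groups, the share of Cs libraries as a covariate within haplotype 1, and another minimum cluster size. The sets with at least 200000 counts and the share of Cs libraries as a covariate of the comparison with the late accessions were added after the data had been seen.

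WGCNA's dynamic tree method, GO enrichment, the full list of triads, genome-wide association and field traits were not analysed here. The FLC copies and the further SOC1 copy were not analysed here, because no table used here pairs their names with gene identifiers. DESeq2 was not run on the comparison of the series.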

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

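The tests of single libraries, of transcripts and of depth were chosen only after the values of the genes had been seen, and those with the share of Cs libraries as a covariate, with accessions left out and of the direction of changes only after the number of genes called with Cs libraries alone had been seen. The test of the size of the series difference was chosen after that size over all accessions had been seen.

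Among 63 sets of 4 to 10 values tested for a value far from the others by Dixon's criterion, 5 showed one, where chance alone gives 3.1. All 5 are single genes in the 4 late accessions, on the scale log2(CPM + 1), and 4 of them stand out because CN113662 is higher than the other 3. Csa10g020140.1 was at 3.02 in CN113662 and between 1.90 and 2.07 in the others, Csa07g033470.1 at 0.67 against 0, Csa05g052440.1 at 4.29 against 0.096 to 0.75, and Csa07g017920.1 at 4.14 against 0 to 0.096. The 4 genes belong to the tan module and are not independent of each other. In libraries Cs040 and Cs147 of CN113662 all 4 genes lay above every library of the other late accessions, while library Cs035 lay within those libraries for 2 of the 4. A mixed sample, in which libraries Cs040 and Cs147 would hold RNA of another plant, is not decided by this. Cs035 follows that idea for 2 genes and not for the other 2. A difference between haplotype 2 and haplotype 3 would put CN113692, which has haplotype 2 as well, with CN113662. In the order above, CN113692 was at 3.19, 0, 0.40 and 0 CPM, against 7.11, 0.59, 18.5 and 16.7 in CN113662. For these 4 genes the values argue against a difference between the 2 haplotypes. Other differences of genotype were not tested. A difference in FT is also open and untested, since CN113662 flowered earliest of the 4.

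Csa11g001430.2 stood out in the other direction, with 0.81 in CN113660 and 2.92 to 3.13 in the other late accessions. An exchanged library would show in 1 of the libraries of CN113660, whereas 3 of its 3 libraries, with counts of 2, 8 and 1, lay below every library of the other late accessions in CPM. Low depth is excluded as well, since the summed total of CN113660 was 15028670 counts, the highest of the late accessions (13774328, 13650242 and 4968195 in the others). A different split of reads between Csa11g001430.2 and Csa11g001430.1, the other transcript of the locus, would raise the latter in CN113660, whereas it was at 0.89 CPM there and at 2.52 to 3.78 in the other late accessions. A difference of genotype stays open and was not tested.

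Outside the tan module, which is the part of the comparison the paper discusses, 7324 genes differed between the late accessions and haplotype 1 at an adjusted p-value under 0.05. Only 1 of 30 splits of the 48 accessions into 4 and 44, the actual one, gave as many genes, and the next highest gave 436, which argues against an arbitrary set of accessions as the source. The series of library codes is the main technical alternative, because the late accessions have Cs libraries only. With Cs libraries alone, where the series cannot act, 3356 genes were called, and with the share of Cs libraries as a covariate 68.3% of the calls over all libraries were made in the same direction. Both argue against a difference between the series as the cause of the whole difference. Within series Cs, the late libraries except Cs147 have codes from Cs007 to Cs050. The haplotype 1 libraries except Cs046 and Cs048 have codes from Cs052 upwards. A difference that follows the code number within series Cs was not tested, and these fits cannot exclude it. With Cs libraries alone 36.6% of the calls over all libraries were made again, and 72.9% of the called genes changed in the direction in which Cs differs from S001C. Neither value decides, the first because the Cs set has 34 accessions of haplotype 1 and fewer reads, the second because the same libraries enter both sides of the comparison. The 4734 genes called over all libraries but not with Cs libraries alone were examined by themselves. A second fit left 15 accessions of haplotype 1 out of the comparison, took the series difference from these and gave 4152 such genes. Of the 3753 of them tested between the series, 76.3% changed in its direction, against 66.5% of the genes called with Cs libraries alone. Of the 4734 genes, 4383 were tested with Cs libraries alone, and their median change there was 85.4% of that over all libraries. This decides nothing, because the libraries of the late accessions enter both values and the genes were chosen by their change. A candidate explanation is that the series adds to the change of these genes, which may raise a part of them past the threshold. For the genes of the second fit the series is excluded as the whole source. In the 15 accessions left out, their median absolute log2 change between the series was 0.11. That is 20.4% of the 0.55 between the late accessions and the rest of haplotype 1. For the 4734 genes the values without accessions left out were 0.16 and 0.52, where the same libraries enter both sides. FT, haplotype and other differences in descent between the accessions coincide in these groups and were not separated.

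Csa01g025360.1 and Csa11g019090.1, which the paper does not report on, were the 2 genes with the smallest p-values among those higher in all 4 late accessions than in all 44 others. Csa01g025360.1 was at 46.6 ± 11.7 CPM (SD, n = 4) against 3.11 ± 1.43 (SD, n = 44), a log2 fold change of 3.89, and Csa11g019090.1 at 80.2 ± 25.5 CPM against 32.4 ± 3.05, a log2 fold change of 1.31. With Cs libraries alone the log2 fold changes were 3.68 and 1.25. With the share of Cs libraries as a covariate they were 4.12 and 1.33, so a difference between the series is not their whole source. A difference that follows the code number within series Cs was not tested. With each late accession left out in turn the log2 fold changes stayed between 3.72 and 4.02 and between 1.14 and 1.47. A variant that changes how reads of these accessions align to the reference genome and reads shared with another copy were not tested, and neither was a biological explanation. The same rule gave Csa05g025680.1 and Csa04g055460.1 among the genes lower in all 4 late accessions, and both belong to the tan module. Their log2 fold changes were -3.50 and -1.37 (adjusted p = 5.3e-12 and 4.0e-10 from edgeR's quasi-likelihood test).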

How the results depend on the processing

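The difference in tan module eigengene between the late accessions and haplotype 1 kept its direction and its side of the threshold under every alternative, from -3.88 over the deeper libraries without CN113662 to -2.23 over all libraries without CN113660, as did the 21 of 21 pairs of SNP and gene. The paper chose the tan list and these pairs on these samples, so neither result is independent evidence. The number of tan genes lower in the late accessions stayed between 108 and 153 of 164, with the fewest without CN113660. The triad patterns moved by less than 1.5 times, from 47 to 48, 44 to 48 and 19 to 32 accessions, and the correlation of Csa20g036360 with FT within haplotype 1 was between -0.19 and -0.12 over sets of libraries of all series and over Cs libraries with at least 200000 counts, and -0.071 over all Cs libraries with VST values computed for these alone. Without the 2 accessions farthest from the median FT it was -0.33 to -0.12, and within the series, with the VST values of all libraries, it was -0.34 for S001C, -0.033 for Cs and 0.084 for S0013, where its sign changed. The deeper libraries, the Cs libraries with at least 200000 counts and the share of Cs libraries as a covariate were chosen after seeing the data, and the other settings before. Where no cause is given below, the cause was not tested.

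Library depth limits the results that need a count in every library. With at most 3 libraries per accession, the fewest genes expressed in an accession rose from 54 to 152 and the genes expressed in all from 22 to 1.4e+02, over the deeper libraries to 36276 and 27045, and with a mean VST value of 5 or more to 4315 and 3008. The last gave 31775 in place of 49000 genes in at least 1 accession and 24666 in place of 41719 as the highest number. With raw counts above 3, 0 genes were left in the accession with the fewest and 0 in all accessions. Across the 3 fits without 1 replicate, the fewest ranged from 54 to 511 and the genes in all from 21 to 181, with the highest without replicate 2. The 2812 genes with a TAU above 0.9 and the 823 above 0.95 fell to 747 and 80 with at most 3 libraries per accession, to 895 and 67 with TMM, to 680 and 58 over the deeper libraries and to 196 and 20 on the log2 scale. The network cluster of 10557 genes had 941 with at most 3 libraries per accession, where it held 13 tan genes, and 65 over the deeper libraries.

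The correlation of GS with MM (0.14) was 0.45 with Cs libraries alone, 0.71 with those of at least 200000 counts, 0.58 with at most 3 libraries per accession, 0.69 over the deeper libraries, 0.077 with log2 CPM, 0.18 with the mean of standardized values and 0.17 to 0.23 without 1 late accession. It was 0.95 over the deeper libraries without CN113692. The correlation of the eigengene with FT within haplotype 1 (0.0013) changed sign with at most 3 libraries per accession (-0.0045), log2 CPM (-0.058) and the mean of standardized values (-0.0023), each within its error, and was -0.31 over the deeper libraries (permutation p = 0.042) and -0.30 over Cs libraries with at least 200000 counts (permutation p = 0.088). The difference in Csa20g036360 passed the threshold only in the last set (-0.28, exact permutation p = 0.038).

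Genes higher and lower in the late accessions (3140 and 4329) fell to 1631 and 1725 with Cs libraries alone, a set with fewer accessions and reads, and the higher ones rose to 5502 with the share of Cs libraries as a covariate. Without 1 late accession they ranged from 1590 to 2569 and from 2288 to 3893, lowest without CN113692 (1590 and 2288) and CN113660 (1893 and 2322), and 2850 were lower without CN113691. DESeq2, its size factors in edgeR, no filter, at most 3 libraries per accession and the slope on FT moved them by less than 1.5 times. The 11 genes that changed with FT within haplotype 1 became 27 with Cs libraries alone, 160 with DESeq2 and 687 without the filter. Between the series, 10649 genes (6303 higher and 4346 lower in Cs) became 34880 with DESeq2's size factors (424 and 34456), where the median log2 change of all genes moved from 0.0069 to -0.32, so that the split there reflects the shift. DESeq2 was not run for the series, and the FLC copies were not analysed here.

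Of the named genes, Csa08g057320.1 reversed for the slope on FT (-0.0022 log2 units per day), Csa09g081420.1 with the covariate (0.68), Csa10g001220.1 with Cs libraries alone (-0.081) and the covariate (-0.21), Csa11g001340.1 with Cs libraries alone (-0.073), the covariate (-0.30) and the slope (-0.00023), Csa14g063510.1 with the covariate (0.28), and Csa18g037800.2 with Cs libraries alone (0.34), the covariate (1.20) and the slope (0.0034). Without 1 late accession, the log2 fold change ranged from -0.055 to 0.25 for Csa08g057320.1, -0.68 to 0.13 for Csa09g081420.1, -0.064 to 0.22 for Csa10g001220.1, -0.43 to 0.14 for Csa18g037800.2, -0.25 to 0.57 for Csa03g060290.1 and -0.12 to 0.20 for Csa11g101280.1. None of these reversed values had an adjusted p-value under 0.05 in edgeR. Of the other values of named genes 18 became weaker, 10 became stronger and 453 stayed on their side of the threshold. Of the values computed again over the deeper libraries, 10 moved and 46 did not.

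No paired analysis was possible because the replicates of an accession carry no number that links them to those of another accession.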

Differences from the paper's values

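The paper gives 184 genes with a TAU above 0.9, and 2812 were found here over all libraries. Of the alternatives set before the data were examined, TAU on log2(normalized count + 1) gave 196, while TMM normalization (895), at most 3 libraries per accession (747), the count minimum of the methods (2192), TAU against the mean of several accessions (3157) and each replicate left out (3155 to 3366) did not close the gap. The deeper libraries, a set chosen after seeing the values, gave 680, or 210 with the count minimum of the methods and 169 with TAU on the log2 scale.

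The tan module of the paper has 164 genes, and the cluster that shared most genes with it here had 10557. None of the alternatives set before the data were examined closed the gap, with 941 genes for at most 3 libraries per accession, of which only 13 were tan genes, and 10557 for a minimum cluster size of 50. In the deeper libraries, chosen after seeing the values, the cluster had 65 genes. The largest group in Table 1 of the paper has 4194 genes and is its Grey module, which in WGCNA holds genes outside every module, so that it is not the same kind of group as a cluster here. The largest cluster here was the same one of 10557 genes. With at most 3 libraries per accession it had 4354 genes, within 1.5 times of that value, while a minimum cluster size of 50 left it unchanged. Its size over the deeper libraries, chosen after seeing the values, was 4983 genes.

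The correlation of the tan module eigengene with FT over single libraries is about -0.87 in Fig. 4b of the paper, read by eye, and was -0.38 here over all libraries. None of the alternatives set before the data were examined closed the gap, the nearest being Cs libraries alone with -0.70 and at most 3 libraries per accession with -0.68. It was -0.87 over the deeper libraries, chosen after seeing the values. FT falls into 2 clusters, so this pooled value is given for comparison only. The correlation of GS with MM across the tan genes is about 0.8 in Fig. 4c, read by eye, and was 0.14 here. None of the alternatives set before the data were examined closed the gap, the nearest being at most 3 libraries per accession with 0.58. Of the settings chosen after seeing the values, the deeper libraries gave 0.69 and 0.78 without CN113691, and Cs libraries with at least 200000 counts gave 0.71. With GS and MM computed over single libraries in place of accessions, it was -0.11 over all libraries, 0.44 with at most 3 libraries per accession and 0.42 with Cs libraries alone. In the sets chosen after seeing the values it was then 0.82 over the deeper libraries and 0.80 for Cs libraries with at least 200000 counts, which reach the paper's value.

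For the 7 SNPs of Data S3, the paper's largest value of −log10 p is 17.9 for Csa04g063650.1, 12.22 for Csa06g052060.1 and 14.84 for Csa10g020140.1, and a linear model of the mean VST value on the genotype gave 11.2, 7.07 and 5.74 here. With at most 3 libraries per accession, set before the data were examined, the values were 16.3, 10.1 and 11.3. With log2 CPM in place of VST they were 13.5, 6.53 and 6.95. The first 3 and the 13.5 are within 1.5 times of the paper's values on this scale, although p itself still differs by more than a factor of 10 in each, and the other 2 are not. Neither are Cs libraries alone (8.91, 5.46 and 6.13) or the settings that leave out a late accession. They were 19.3, 12.0 and 16.0 over the deeper libraries, chosen after seeing the values.

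The paper gives more genes expressed in all accessions and in at least 1 accession, and in the accession with the fewest, than were found here over all libraries or over the deeper libraries. It names CN113724 as the accession with the fewest expressed genes and CN113692 as that with the most. Here CN113716 had the fewest (54) and CN113685 the most (41719) over all libraries, and CN113754 the fewest (36276) and CN113716 the most (44481) over the deeper libraries. The paper's methods name VST as the normalization before the threshold of 3. With a VST value above 3 in every library, set before the data were examined, 22 genes were expressed in all accessions and 58758 in at least 1, with 54 to 51612 per accession. Over the deeper libraries, chosen after seeing the values, that rule gave 28471 and 60622 genes, with 37373 to 54590 per accession. For TAU above 0.95 the paper's figure has fewer genes than the 823 found here, and the alternative nearest to it was at most 3 libraries per accession, with 80.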

Other observations

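The tests of depth over all libraries and of TAU, and those of single libraries, were chosen after the values had been seen. The tests of the series, the thinned libraries and the relation of expressed genes to depth in the deeper libraries were fixed before their results.

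The numbers of expressed genes per accession follow library depth. Over all libraries the highest number was 773 times the lowest, and over the deeper libraries 1.23 times. The number over the deeper libraries still rose with the total of the shallowest library (Spearman's rho = 0.65). With the 2 deepest libraries of each accession thinned to 646716 counts, the numbers ranged from 20372 in CN114270 to 23291 in CN30475, a ratio of 1.14, and hardly followed the unthinned ones (Spearman's rho = 0.21, permutation p = 0.15 over 48 accessions). Over all libraries, these values go with shallow libraries as the source of most of the difference between accessions. Over the deeper libraries they go with depth and the number of libraries as a source of part of it. How large that part is was not measured, and a ratio of 1.14 remained after thinning. Differences in the number of genes that accessions express at equal depth were not tested further.

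Of the genes with a TAU above 0.9 over all libraries, 77.1% had their highest mean in the 7 accessions that hold a library of 123028 counts or fewer, which are 14.6% of the accessions. Size factors that rest on 22 gene models in such libraries are a candidate source of these high means.

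Expression also differed between the series of library codes within accessions of haplotype 1. With 111 libraries of 33 accessions, 10649 genes differed between series Cs and S001C at an adjusted p-value under 0.05. On 3000 genes drawn at random, 1 of 40 arrangements of the series within accessions, the actual one, gave as many genes, with 637 against 13 at most in the others. What separates the series is not stated, so no biological explanation was tested. Of the 164 tan genes, 41 were lower and 12 higher in Cs. Over 94 libraries of 30 accessions with at least 200000 counts each, 45 were lower and 12 higher, and their median log2 change between the series was 8.28% of that between the late accessions and haplotype 1. With Cs libraries alone, where a difference between the series cannot act, the difference in eigengene was -2.39. A difference between the series is therefore not the whole source of the lower tan module eigengene. One that follows the code number within series Cs was not tested.

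The libraries of CN113662 and of CN113672 differed among themselves in the tan module eigengene. In CN113662 it was -2.49 in Cs035, -0.92 in Cs147 and -0.24 in Cs040, and in CN113672 it was -1.14 in S001C2D and -0.058, 0.00090 and 0.60 in the others. Depth is excluded as the source for S001C2D, which holds 5632084 counts and is not the shallowest library of its accession. The idea that Cs040 and S001C2D were exchanged was examined with 85 genes outside the tan module that separate Cs035 from the other libraries of CN113672. S001C2D lay on the side of Cs035 at 54.1% of them, Cs147 at 35.3% and Cs040 at 9.41%. A value near the middle decides neither way, because it is what a mixture or a segregating accession would give too. The match of S001C2D to the marker genes of its own accession was 81%, well below the 5th percentile of the other libraries at 89%, which is in line with a mixed sample, while Cs040, with 88.9%, lay at that percentile. CN113672 is heterozygous at 5 of the 7 SNPs of Data S3. CN113662 is heterozygous at those on chromosomes 1 and 15 and at position 5235407 on chromosome 19. The paper called its SNPs from the RNA reads, so a mixed library could give such calls too. Plants of different genotype within the accession remain open as a biological explanation, and these genotypes do not decide it.

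In all, 8 of the deeper libraries matched the marker genes of another accession better than those of their own by more than 5 percentage points, and 7 of the 8 are of series S001C, which has 62 of the deeper libraries. S001C48 of CN114262 matched CN113716 at 99.1% and its own accession at 81.1%, S001C5C of CAM219 matched CN101985 at 100% and its own at 82.1%, S001C51 of CAM260 matched CN113672 at 96.6% and its own at 77.1%, and S001C37 of CN113721 matched CN30478 at 97.3% and its own at 87.9%. For S001C56 of CN101986 the best other match was 96.5%, for Cs040 of CN113662 94.8%, for S001C59 of CAM229 92.8% and for S001C2D of CN113672 88.8%. The series is excluded as the source, since 8 of the 8 kept the gap on 116 markers that do not differ between the series, and so is low depth, since their median total was 5725242 counts against 4350526 in the others. Whether libraries were exchanged cannot be told apart from mixed or segregating seed, as 2 of the 8 reached the median match of 98.2% with which the other libraries match their own accession. The flowering times of both accessions lie under 48 days for all of these pairs except those with CN113662, so an exchange among them would leave the comparison of late accessions unchanged in its groups. All libraries were used under their labels.

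A total of 67 genes were higher and 215 lower in all 4 late accessions than in all 44 of haplotype 1, where chance gives 0.000514% of the 52307 genes tested in each direction. Of the 215 lower, 30 belong to the tan module. Within haplotype 1, 111 of the 164 tan genes had a negative slope on FT, with a median slope of -0.026 log2 units per day against -0.0035 over all genes.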
